# A Notch/IL-21 signaling axis primes bone marrow T cell progenitor expansion

**DOI:** 10.1172/jci.insight.157015

**Published:** 2022-05-09

**Authors:** Kilian Sottoriva, Na Yoon Paik, Zachary White, Thilinie Bandara, Lijian Shao, Teruyuki Sano, Kostandin V. Pajcini

**Keywords:** Hematology, Transplantation, Bone marrow transplantation, T cell development

## Abstract

Long-term impairment in T cell–mediated adaptive immunity is a major clinical obstacle following treatment of blood disorders with hematopoietic stem cell transplantation. Although T cell development in the thymus has been extensively characterized, there are significant gaps in our understanding of prethymic processes that influence early T cell potential. We have uncovered a Notch/IL-21 signaling axis in bone marrow common lymphoid progenitor (CLP) cells. IL-21 receptor expression was driven by Notch activation in CLPs, and in vivo treatment with IL-21 induced Notch-dependent CLP proliferation. Taking advantage of this potentially novel signaling axis, we generated T cell progenitors ex vivo, which improved repopulation of the thymus and peripheral lymphoid organs of mice in an allogeneic transplant model. Importantly, Notch and IL-21 activation were equally effective in the priming and expansion of human cord blood cells toward the T cell fate, confirming the translational potential of the combined treatment.

## Introduction

The ex vivo generation of T cell progenitors provides a promising approach for adoptive immunotherapy in patients with diverse hematological ailments (1). Unlike transplantation with mature T cells, allogeneic transplantation with T cell precursors avoids induction of graft-versus-host disease (GVHD), as progenitors undergo selection in the host thymus and are thus restricted by host major histocompatibility complex (MHC) (2). Advances in ex vivo T cell precursor generation have allowed for xenograft-free T cell progenitor production, as well as generation of tumor-specific T cells through introduction of chimeric antigen receptors (3–5). Although human cord blood and induced pluripotent stem cells have been successfully used to generate T cell progenitors ex vivo, advances in the scalability and efficiency of T cell progenitor production are required for clinical translation (6–8). A deeper understanding of the cell signaling pathways involved in early T cell progenitor development is required to improve T cell generation technologies.

The activation of Notch1, which is required for thymopoiesis, on BM-derived progenitors is one of the earliest events in thymic T cell development (9–12). The activation of Notch in early thymocytes leads to stepwise inhibition of alternative lineage pathways, with T cell commitment occurring just prior to β-selection (13). Additional roles for Notch signaling include inhibition of apoptosis and induction of genes required for thymocyte development, including *Gata3*, *Tcf7*, *Bcl11b*, and *Ptcra* (14, 15). Notch1 drives thymocyte differentiation until β-selection, with subsequent development dependent on pre-TCR complex signals (16, 17). The main Notch ligand expressed in the thymus by cortical thymic epithelial cells (TECs) is delta like canonical Notch ligand 4 (Dll4) (18).

The Notch signaling pathway is essential for T cell development and thus is a required component for any T cell production platform. Notch signaling is activated in vivo through binding of cell surface receptors (Notch1–4) with a ligand (Dll1, -3, and -4 and Jagged 1 and 2) expressed by a neighboring cell (19). Ligand interaction induces proteolytic cleavage of Notch, liberating the intracellular domain (ICN), which binds to nuclear recombining binding protein suppressor of hairless (RBPj) and Mastermind-like (MAML) and activates transcription of Notch target genes (20, 21). In mammals, Notch signaling is involved in the development of hematopoietic stem cells (HSCs) and differentiation of several hematopoietic populations, including megakaryocytes, NK cells, and T cells (22–26). Notch signaling is activated ex vivo by coculturing hematopoietic stem and progenitor cells (HSPCs) with Notch ligand–expressing feeder cells or immobilized recombinant ligand (27, 28).

Several recent studies have shown that initiation of the Notch signaling pathway during T lineage development occurs in the BM niche, hinting at a role for Notch in priming progenitors toward a T cell fate before commitment in the thymus (26). Osteocalcin-positive bone cells express Dll4 and Mindbomb, which is required for optimal Notch ligand function, and activate Notch in the common lymphoid progenitor (CLP) population (29, 30). From a cell-autonomous perspective, genetic perturbation of Notch signaling yields a decrease in lymphoid progenitors before the early thymic progenitor population is produced (31). Deletion of either RBPj or GDP-fucose protein O-fucosyltransferase 1 in hematopoietic cells produces a comparable result (29, 32). Additionally, a genetic model for inducible activation and inactivation of RBPj revealed a role for Notch in generating BM lymphoid progenitors by antagonizing the myeloid transcriptional program (33). However, the specific transcriptional pathways activated downstream of Notch in BM lymphoid progenitors are unknown.

Here, we have identified the genes regulated by Notch signaling in the BM CLP population using a recently developed genetic model for Notch perturbation wherein the transcriptional activation domain (TAD) of Notch1 is deleted (25, 31). We found IL-21 receptor (*il21r*) to be a downstream target of Notch signaling in CLPs. The Notch/IL-21r signaling axis drove IL-21–induced CLP proliferation in vivo. Importantly, to our knowledge, IL-21 signaling has never been studied in the context of CLP expansion. We show that the addition of recombinant human IL-21 enabled robust generation of ex vivo functional T cell progenitors.

## Results

### Notch signaling induces T lineage–specific lymphoid development in BM.

To investigate the role of Notch signaling in T cell progenitor production in the BM, we analyzed BM lymphoid progenitor populations using a hypomorphic genetic mouse model in which 1 allele of the TAD of Notch1 is deleted (31). In this model, Notch1ΔTAD competes with the WT allele for RBPj binding sites in the nucleus, thus activating transcription but failing to recruit coactivators necessary for high transcriptional output, as depicted visually (Figure 1A) (25). Notch1^+/ΔTAD^ mice had no differences in the numbers of BM B cell progenitors or NK progenitors (NKPs), Hardy fractions A and B, and the pre-NKPs and refined NKPs (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.157015DS1) (34, 35). In agreement with previous reports, Notch1^+/ΔTAD^ mice had a decrease in the number of Notch-dependent thymic DN3 cells (Supplemental Figure 1, E and F) (31). However, we found no difference in production of mature B cell, NK cell, or T cell populations in the peripheral blood (Supplemental Figure 1, G–N). The lack of peripheral T cell phenotype in Notch1^+/ΔTAD^ mice despite the decrease in DN3 cells can be explained by the wave of Notch-independent thymocyte proliferation before TCRα rearrangement during the DN to double-positive (DP) transition (36). We then examined the BM CLP population. To differentiate between transcriptional defects caused by loss of 1 allele of Notch1 versus effects of Notch1ΔTAD transcriptional interference, we compared the CLP population of WT, Notch1^+/–^, and Notch1^+/ΔTAD^ mice after confirmation of mutant protein expression in magnetically purified CD25^+^ thymocytes (Supplemental Figure 2A). We observed a significant decrease in the numbers of CLPs in the BM of Notch1^+/ΔTAD^ mice compared with WT, and no difference between WT and Notch1^+/–^, suggesting that the CLP phenotype resulted from Notch1ΔTAD-mediated transcriptional interference (Figure 1, A–C). The CLP population gives rise to B cell, NK cell, and T cell progenitors, and Ly6D^–^ CLPs have been shown to have robust T cell lineage potential (26, 29, 37). We thus examined CLP Ly6D expression and found that Notch1^+/ΔTAD^ mice had significantly fewer Ly6D^–^ CLPs in the BM compared with WT mice (Figure 1D). Taken together, these results indicate that production or maintenance of BM CLP cells requires robust Notch activation.

### IL21R is a BM-specific Notch target in the CLP population.

We then set out to identify the transcriptional targets downstream of Notch signaling in BM T lineage progenitors. 

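RNA of sorted BM CLPs from 5 WT, 5 Notch1+/-, and 3 Notch1 +/ΔTAD mice was sequenced as strand-specific 3′ libraries, 1 library per mouse. Notch1+/- mice carry 1 functional allele of Notch1, and Notch1 +/ΔTAD mice carry 1 allele that lacks the transactivation domain. The mice were 6 to 12 weeks of age. The paper's methods give 4000 to 11000 sorted CLPs per mouse, whereas the sample labels give 4000000 to 11000000. The labels describe a single round of library preparation. Library numbers 1 to 9 and 10 to 14 each include mice of all 3 genotypes. The authors trimmed the reads, aligned them with STAR to mm10, and deposited TPM values for 24972 genes in each library. These transcript abundances are scaled to sum to 1000000 in each library, were not scaled between libraries, and come without read counts, so the depth behind each value is unknown. The paper's text does not name the annotation or the tool behind the TPM values, nor whether strand was used to assign reads, so values of overlapping genes are less certain. Between 3264 and 6326 genes had a TPM above 0 in a library, and the 100 highest genes held 49.4% to 60.1% of the TPM. Of the 10149 genes above 0 in at least 1 library, 772 were above 0 in all 13 and 1654 in exactly 1. The number of genes at 1 TPM or more was 3179 to 3855 in WT libraries (median 3375), 2818 to 4736 in Notch1+/- libraries (median 3388), and 3984 to 4663 in Notch1 +/ΔTAD libraries (median 4168). Every Notch1 +/ΔTAD library exceeded every WT library in this number (2-sided exact permutation test, p = 0.0179, the smallest that 56 splits allow, and 0.107 after Benjamini-Hochberg adjustment over 12 such tests).

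**Figure D1:**
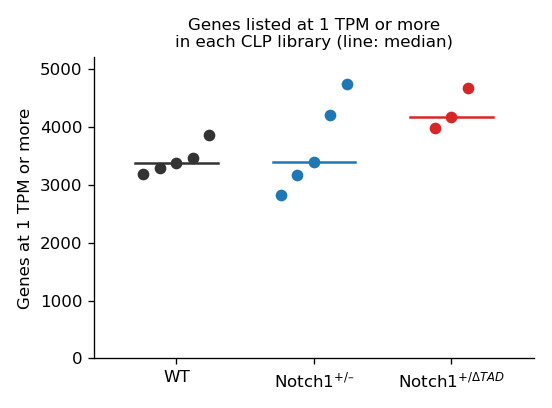
Number of genes at 1 TPM or more (y axis) in each CLP library by genotype (x axis), with 1 point per mouse and a line at the median. The Notch1 +/ΔTAD libraries lie between 3984 and 4663 genes, above all WT libraries.

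Comparisons with WT used log2(TPM + 1) values and limma with a mean-variance trend, over genes with at least 1 TPM in as many libraries as the smaller group holds, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Single genes were also compared by 2-sided exact permutation tests of mean log2(TPM + 1). Genotypes were taken as labelled. Notch1 itself, on chromosome 2 of GRCm38 from 26457903 to 26516663, ranged from 0 to 25.7 TPM in WT, from 9.27 to 78.5 TPM in Notch1+/-, and from 0.893 to 35.0 TPM in Notch1 +/ΔTAD libraries. It was not lower in Notch1+/- than in WT libraries (log2 fold change 1.71, standard error 1.43, limma adjusted p = 0.993), so it does not serve as a check of the labels. A microRNA gene, Mir6996, overlaps Notch1 on the same strand.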

We sorted CLP cells from the BM of WT, Notch1^+/–^, and Notch1^+/ΔTAD^ mice and isolated RNA for whole-transcriptome RNA-Seq. 

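In the comparison of Notch1 +/ΔTAD with WT CLPs, 4737 genes were tested and 0 had an adjusted p under 0.05, with a smallest adjusted p of 0.395. At an unadjusted p under 0.05 there were 237 genes, of which 196 were higher and 41 lower in Notch1 +/ΔTAD CLPs, where 236.85 are expected by chance. The median log2 fold change over all tested genes was 0.47, and after quantile normalization it was -0.03 with 129 genes higher and 70 lower at the same unadjusted threshold. In 148 genes the libraries of the 2 genotypes did not overlap, which is 3.12% of those tested against at most 3.57% by chance. That chance value assumes no ties, and it is lower for genes tied at 0 in many libraries. The 3.12% therefore cannot be read as below chance. At an adjusted p under 0.05, the alternative that moved the count most was limma's test without the mean-variance trend, under which 15 genes passed. Between Notch1+/- and WT CLPs, 3178 genes were tested, 0 passed the threshold, and 170 had an unadjusted p under 0.05, with 85 in each direction and 158.9 expected by chance. Among the genes without overlap that had the smallest p-values, Psma5, Cd7, and Isca2 were listed at 0 in every WT library and at 216 to 301, 140 to 402, and 84.2 to 381 TPM in Notch1 +/ΔTAD libraries. Snrpc, Cnpy2, and Ablim1 were lower in Notch1 +/ΔTAD CLPs, with log2 fold changes of -6.96, -6.31, and -6.36. In Notch1+/- against WT, mean log2(TPM + 1) of Snrpc, Cnpy2, and Ablim1 differed by -4.74, -4.45, and -2.59. That of Psma5, Cd7, and Isca2 differed there by 3.06, 0.84, and 2.91. In Notch1+/- CLPs, Mrpl14, Fem1b, and Sarnp were higher, by 6.74, 4.89, and 6.67 on the log2 scale. Stk17b, Ckap2l, and Prpf39 were lower, at -5.98, -5.48, and -4.39. In Notch1 +/ΔTAD against WT, the differences were 5.10, 2.05, and 6.05 for the former and -2.41, -1.31, and -3.96 for the latter. Both comparisons share the WT libraries, so a gene named for 1 mutant is not shown to be specific to it. Sarnp overlaps Dnajc14 on the same strand.
Deptor, which encodes the DEP domain containing MTOR interacting protein, lies on chromosome 15 of GRCm38 from 55112317 to 55259271 on the plus strand and has 9 exons and a 3′ untranslated region of 7139 bases. Gm9920 overlaps it on the other strand. Deptor had 45.5 TPM in WT library 10 and 16.1 TPM in WT library 11, and was listed at 0 in the other 3 WT libraries and in every Notch1+/- and Notch1 +/ΔTAD library. It was below the minimum for the limma test in both comparisons. With 2 WT libraries above 0 and every mutant library at 0, an exact permutation p cannot fall below 0.464 for Notch1 +/ΔTAD or 0.444 for Notch1+/-, the values obtained, so this test could not detect a decrease. When all genes with a TPM above 0 in at least 1 library were tested, its adjusted p in limma was 0.792 and 0.709, respectively. Both WT libraries with Deptor are in the range from 10 to 14, and no WT library from 1 to 9 lists it above 0.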

After alignment and differential expression analysis (DESeq2), we found 299 differentially expressed genes between WT and Notch1^+/ΔTAD^ CLP cells, including canonical Notch target DEP domain containing MTOR interacting protein (Deptor), which was affected in both Notch1^+/–^ and Notch1^+/ΔTAD^ mutants (Figure 1E) (38). 

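Il21r lies on chromosome 7 of GRCm38 from 125603429 to 125633570 on the plus strand, with 9 exons and a 3′ untranslated region of 582 bases, and overlaps no other annotated gene. WT libraries 1, 2, 3, 10, and 11 listed it at 223, 15.1, 125, 21.6, and 295 TPM. In Notch1 +/ΔTAD libraries 7 and 9 it was listed at 0, and in library 14 at 0.447 TPM. The log2 fold change of Notch1 +/ΔTAD against WT was -6.12 (standard error 1.73, limma adjusted p = 0.433), and Il21r ranked 36th of the tested genes by p-value. Every Notch1 +/ΔTAD library was below every WT library (2-sided exact permutation test, p = 0.0179, the smallest the design allows, and 0.268 after adjustment over the 30 genes printed in Figure 1E). The order was the same within library numbers 1 to 9 and within 10 to 14, and a model with a term for this range gave a log2 fold change of -6.11 (standard error 1.75). Notch1+/- libraries 4, 5, 6, 12, and 13 listed Il21r at 191, 0, 0, 44.6, and 280 TPM.

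**Figure D2:**
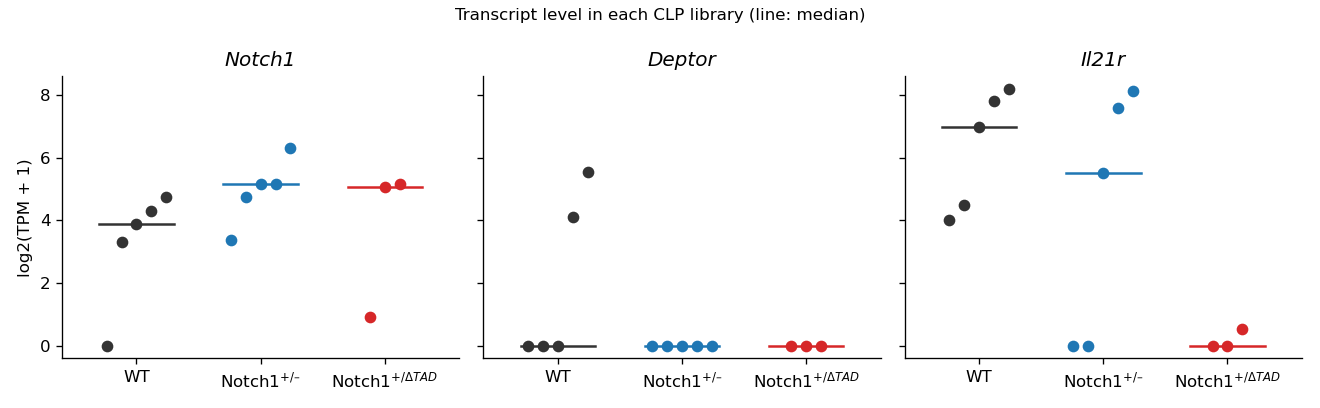
Level of Notch1, Deptor, and Il21r as log2(TPM + 1) (y axis) in each CLP library by genotype (x axis), with 1 point per mouse and a line at the median. Il21r is at or near 0 in the 3 Notch1 +/ΔTAD libraries and in 2 of the 5 Notch1+/- libraries.

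The paper concludes from its RNA-Seq comparison (Figure 1E) that Il21r belongs to a cluster lowered specifically in Notch1 +/ΔTAD CLPs.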

Of particular interest was IL21r, which was in a cluster of genes specifically downregulated in Notch1^+/ΔTAD^ CLPs and whose expression was unaffected by loss of 1 allele of Notch1 (Figure 1E). IL-21 is a member of the common cytokine receptor γ chain family of cytokines and is a ligand for the IL21r/IL2rb receptor complex (39). IL-21 signaling has roles in multiple lymphoid processes, such as maintenance and functionality of CD8^+^ T cells, differentiation of plasma cells, and induction of Th cell differentiation (40–46). Furthermore, several distinct loss-of-function mutations in the human IL21r gene have been described in patients with primary immunodeficiency syndrome (47). We confirmed IL21r and Deptor as transcriptionally regulated targets of Notch via quantitative reverse transcription PCR (qRT-PCR) of sorted BM CLPs from WT and Notch1^+/ΔTAD^ mice (Figure 1, F and G).

IL21r has recently been shown by ChIP-Seq to be a direct Notch1 target in human small B cell lymphomas (48). Upon further analysis of this published data set generated in the mantle cell lymphoma cell line Rec-1, we found a consensus RBPj site within intron 2 of the IL21r locus, which showed strong binding of RBPj and MAML, as well as γ-secretase inhibitor–sensitive (GSI-sensitive) Notch1 binding (Supplemental Figure 2B). We subcloned a 470 bp region of human IL21r intron 2 containing the RBPj site or a mutated RBPj site, designed and validated using transcription factor binding prediction software PROMO, into the luciferase reporter plasmid pGL3 and performed a luciferase assay in U2OS cells with ICN1 and a dominant-negative version of Mastermind (dnMAML) (Supplemental Figure 2C) (49, 50). Luciferase output was normalized to Renilla control plasmid, and each condition was normalized for background to an empty vector control. ICN1 efficiently induced luciferase expression from the pGL3-IL21r plasmid, and this expression was Notch dependent, as dnMAML reduced output to the range of empty vector alone and mutation of the RBPj site produced significantly less luciferase activity, providing evidence that this is a site of Notch trimolecular complex functional occupancy in intron 2 of IL21r (Supplemental Figure 2D). Thus, we focused on investigating the Notch/IL21r signaling axis in BM lymphoid progenitor cells.

We first examined surface expression of IL21r on CLPs and downstream T cell lineage progenitors via flow cytometry. In agreement with previous work, CD8 single-positive cells expressed the highest levels of surface IL21r in the thymus, with BM CLPs expressing IL21r at a lower level (Figure 2, A and B) (51). Interestingly, although thymic DN3 cells underwent the highest levels of Notch signaling among thymic progenitors, they had less IL21r surface expression than either CLPs or CD8^+^ thymocytes (Figure 2, A and B). This result was confirmed at the transcriptional level via qRT-PCR (Figure 2C). These results suggest that IL21r is transcriptionally regulated by Notch signaling specifically at the CLP level and not in the thymus. To test this, we first sorted BM Lin^–^Sca1^+^cKit^+^ (LSK) cells and cultured them on OP9-Dll1 cells to induce T lineage differentiation ex vivo (52). RNA was isolated after 24 hours of GSI treatment of 4- and 10-day cocultures, at which points ex vivo–cultured progenitors phenotypically resembled thymic DN1 and DN2/DN3 cells, respectively (Figure 2, D and E). qRT-PCR revealed that while Deptor expression was affected by GSI at both 4- and 10-day time points, IL21r expression was specifically downregulated by GSI in the 4-day culture (Figure 2, D and E). We further examined the temporal regulation of IL21r by Notch activation in T cell development in vivo using Notch1^+/ΔTAD^ mice. Consistent with the ex vivo–derived T cell precursors, thymic DN3 cells sorted from Notch1^+/ΔTAD^ mice had lower expression of Deptor than those sorted from WT mice but showed no change in IL21r expression (Figure 2F). Canonical Notch target Hes1 was used as a positive control for Notch1ΔTAD-dependent transcriptional downregulation (Figure 2F). Activation of the Notch signaling pathway was confirmed in these populations in WT mice using intracellular flow cytometry for cleaved, activated Notch1 (Val1744). We found high Notch activity in DN3 cells and increased Notch activity in BM CLP cells compared with thymic DP cells, which did not undergo active Notch signaling (Figure 2G) (9). Finally, we found that IL21r was initially expressed in the lymphoid primed multipotent progenitor population compartment, though at lower levels than in CLPs (Supplemental Figure 2E). Taken together, these results show that Notch-mediated transcriptional activation of IL21r is temporally restricted to BM CLPs during prethymic T cell progenitor development.

### IL-21–induced CLP proliferation is Notch dependent.

We then set out to examine the functional role of the Notch/IL21r axis in the CLP population in vivo. Since IL-21 is a potent inducer of proliferation in lymphoid cells, we examined CLP proliferation in WT and Notch1^+/ΔTAD^ mice after IL-21 treatment. Mice were given 3 injections of 50 μg/kg IL-21 or PBS control 48 hours apart (53). BM was isolated for intracellular Ki67 staining of the CLP population 24 hours after the final injection. Although IL-21 induced a 2-fold increase in the number of Ki67^+^ CLP cells in WT mice, Notch1^+/ΔTAD^ CLPs failed to respond to IL-21–mediated proliferation (Figure 3, A and B). 

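In the RNA-Seq libraries of CLPs, the log2 fold change of Il21r in Notch1+/- against WT was -2.06 (standard error 1.79, limma adjusted p = 0.993), and the groups overlapped (exact permutation test, p = 0.349). The 2 Notch1+/- libraries listed at 0, numbers 5 and 6, decide much of this value, and leaving out either gave -0.99. Across all fits that each left out 1 library, it ranged from -3.03 to -0.99. Libraries 5 and 6 also had the fewest genes at 1 TPM or more of all 13 (3161 and 2818). Whether Il21r was missed in them for that reason was not tested. Tested directly in 1 model of all 13 libraries, Notch1 +/ΔTAD differed from Notch1+/- by a log2 fold change of -4.07 (standard error 2.03, adjusted p = 0.941), with an exact permutation p of 0.214. Leaving out 1 library at a time gave -5.13 to -3.10. Over all 6281 genes in this comparison of the mutants, 0 had an adjusted p under 0.05 and 335 had an unadjusted p under 0.05, where 314.05 are expected by chance.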

As IL21r expression was unaffected in Notch1^+/–^ mice (Figure 1E), we hypothesized that the failure of Notch1^+/ΔTAD^ CLPs to respond to IL-21 was a Notch1ΔTAD-specific effect. We therefore repeated the IL-21 injection regimen using Notch1^fl/fl^ mice that were crossed with the *vav* panhematopoietic Cre driver strain (54). Vav-Cre expression resulted in deletion of Notch1 and abrogation of Notch-dependent DN3 development (Supplemental Figure 2, F and G). Interestingly, Vav-Cre^+^ Notch1^fl/fl^ CLPs were only partially responsive to IL-21–mediated proliferation, as detected by Ki67 (Figure 3, C and D). Even so, the number of Ki67^+^ CLPs from Vav-Cre^+^ Notch1^fl/fl^ BM was significantly less than in Vav-Cre^–^ Notch1^fl/fl^ CLPs after IL-21 treatment (Figure 3, C and D). Importantly, Vav-Cre expression did not affect homeostatic CLP proliferation (Supplemental Figure 2H). This would suggest that other Notch receptors may play a role in IL-21–induced CLP proliferation.

To further investigate the Notch-dependent transcriptional regulation of IL21r in BM CLPs, we performed surface expression analysis by flow cytometry for individual Notch receptors on CLPs. In agreement with previous work that used Cre reporters to determine Notch receptor expression in individual cell populations, we found that BM CLPs expressed both Notch1 and Notch2 (Figure 3, E–H) (55). Notch2 has been shown to be involved in generation of HSPCs during BM regeneration (56). Our group has previously shown that the Notch1ΔTAD protein interferes with WT Notch1 transcriptional activation in a dose-dependent manner (31). We next examined the effect of Notch1ΔTAD transcriptional interference on Notch2. We transfected U2OS cells with a luciferase reporter plasmid containing 4 consecutive RBPj binding sites along with varied doses of WT ICN2 alone, ICN1ΔTAD alone, or both (Figure 3I). We found that ICN1ΔTAD did indeed interfere with WT ICN2 in a dose-dependent manner (Figure 3I). This, along with the partial response of Vav-Cre^+^ Notch1^fl/fl^ CLPs after IL-21 treatment, reveals the possibility that both Notch1 and Notch2 together drive IL21r transcription to mediate CLP IL-21–induced proliferation.

We next investigated IL-21 as a potential niche factor in the BM CLP niche. As IL-21 is produced mainly by T cells, we first examined IL-21 mRNA production in mature lymphoid populations in the BM (57). We found that CD4^+^ T cells but not CD8^+^ T cells or CD11b^+^, CD19^+^, or NK1.1^+^ cells produced detectible IL-21 mRNA in WT mice (Supplemental Figure 3A). We confirmed this finding using intracellular flow cytometry for IL-21 at the protein level. BM cells were cultured in Brefeldin A–containing media for 5 hours to inhibit secretion and allow for accumulation and detection of cytokines. Our findings show that non-CD4^+^ T cells did not express intracellular IL-21 (Supplemental Figure 3B). We then examined the possibility that Notch/IL-21 signaling plays a role in early lymphoid development in neonatal mice but found that IL-21 mRNA was undetectable in CD3^+^ T cells magnetically purified from the BM of 3-day old WT pups, indicating that any role for the Notch/IL-21 axis is likely limited to older mice with a developed, adaptive immune system (Supplemental Figure 3, C and D).

We then characterized the CD4^+^ T cell population responsible for IL-21 production in the BM niche. We hypothesized that these cells were tissue-resident memory (TRM) T cells, which reside in nonlymphoid tissues and respond to local signaling cues (58). TRM T cells can be defined using surface markers involved in tissue retention, including specific integrin heterodimers, CD44, and CD69, and lack of tissue exit marker CD62L (59, 60). Flow cytometric analysis revealed that nearly all IL-21^+^ cells were CD4^+^CD44^+^ and CD69^+^CD62L^–^, confirming that these cells were probably tissue-resident cells (Supplemental Figure 3, E and F). Furthermore, most of the IL-21^+^ cells also expressed CD29 and CD49d, which make up the integrin heterodimer VLA-4 and are vital for tissue retention of BM hematopoietic populations, including HSPCs (Supplemental Figure 3, E and F) (61). Importantly, the numbers of these cells were similar between WT and Notch1^+/ΔTAD^ mice (Supplemental Figure 3, G and H). Thus, the IL-21–producing cells in the BM are CD4^+^ T cells that display a TRM phenotype.

Although we had confirmed that WT CLP cells are responsive to IL-21–induced proliferation and that CD4^+^ TRM T cells produce IL-21 in WT BM, previous studies had shown that IL-21 signaling does not play a role in lymphoid development under homeostasis (62). We confirmed these findings by examining CLP numbers and Ki67 expression in WT and IL21r-KO mice and found no significant differences (Supplemental Figure 3, I and J). Thus, the responsiveness of CLPs to IL-21–mediated proliferation is not involved during homeostasis, although this does not rule out a role for the Notch/IL21r signaling axis in inflammation or during regeneration.

### IL-21 improves ex vivo T cell progenitor generation.

After characterizing the Notch/IL-21 axis in BM CLPs, we sought to apply our findings to ex vivo T cell progenitor production for the improvement of T cell recovery after HSC transplantation (HSCT). Current ex vivo T cell progenitor–producing protocols use feeder cells that express Notch ligands or purified immobilized Notch ligands along with cytokines necessary for early T cell development, including IL-7 and FMS-like tyrosine kinase 3 ligand (Flt3L) (3, 52). We sorted LSK cells and plated them onto OP9-Dll1 feeder cells in media containing IL-7 and Flt3L, with or without IL-21 (Figure 4A). After 2 weeks in culture, T cell progenitors phenotypically resembled thymic DN2 and DN3 cells based on CD44/CD25 staining, and there was no disruption of differentiation potential by addition of IL-21 (Figure 4B and Supplemental Figure 4A). The starting LSK population was homogenously CD44^+^CD25^–^ (Supplemental Figure 4B). However, IL-21 induced rapid expansion of ex vivo–derived T cell progenitors, with 2-fold and 4-fold increases in cells produced at 1 week and 2 weeks in culture, respectively (Figure 4C and Supplemental Figure 4C). The expansion was IL21r specific, as LSK cells sorted from IL21r-KO mice were not responsive to the IL-21–induced expansion ex vivo (Figure 4C and Supplemental Figure 4C). Thus, the addition of IL-21 to the media yielded ~4-fold more T cell precursors using the same number of starting cells (Figure 4D). The IL-21–induced expansion was mediated by enhanced phosphorylation and activation of phosphorylated (p-) p-Ser727 STAT1 and p-Tyr705 STAT3 but not p-Thr202/Tyr204 ERK (Figure 4, E and F). IL-21 treatment specifically influenced proliferation of T cell progenitors and did not disrupt differentiation, as expression of key T cell lineage transcription factors Bcl11b, Tcf7, and E2A was unchanged by IL-21 addition to the culture conditions (Supplemental Figure 4D) (15). No significant B cell differentiation was induced using this coculture system, with or without IL-21 (Supplemental Figure 4, E and F).

Although IL-21 addition led to rapid T cell progenitor output, the use of murine OP9-Dll1 cells in the culture conditions is not applicable to a clinical setting. Recently, a nonxenogeneic culture system using plate-bound recombinant Dll4 and VCAM-1 has been described for T cell progenitor production from hematopoietic progenitors (3). We adapted this system to induce T cell differentiation of hematopoietic progenitors with or without the addition of IL-21 (Figure 4G). After 12 days in culture, there was no phenotypic difference in T cell progenitor differentiation based on surface staining for CD25 and CD44, as seen by an equal percentage of control or IL-21–treated cells in the DN2 or DN3 quadrants (Figure 4H and Supplemental Figure 4G). Similar to the OP9-Dll1 culture system, we observed a large expansion of T cell progenitors, with a 3-fold increase in cell yield after 12 days (Figure 4I). The addition of IL-21 allowed the production of more ex vivo–derived DN2/DN3 T cell precursors from the same starting number of hematopoietic progenitors (Figure 4J). The levels of myeloid and B cell differentiation using this culture system were negligible, as determined by CD11b and CD19 staining, respectively (Supplemental Figure 4, H and I). Thus, IL-21 improves current ex vivo T cell production platforms by vastly increasing the yield of target cells from small numbers of hematopoietic progenitors.

### Notch–IL-21 ex vivo–generated T cell progenitors produce functional, mature T cells in immunosuppressed hosts.

We next set out to determine the effect of IL-21 treatment on ex vivo–derived T cell progenitors in a transplantation setting. As T cell progenitors were only exposed to IL-21 in culture, during which time no change in the differentiation status was observed, we expected that an equal number of T cell progenitors produced ex vivo in the presence of IL-21 would perform equally as well as non–IL-21–treated cells posttransplant into irradiated hosts. After 2 weeks in culture, we transplanted 1 × 10^6^ ex vivo–derived T cell precursors into sublethally irradiated congenic mice and isolated lymphoid tissues for reconstitution analysis. We found that IL-21–treated cells more efficiently reconstituted the thymus 1 week posttransplant than control non–IL-21–treated cells, even though the same number of cells were initially transplanted in both groups (Supplemental Figure 5, A and B). Similar results were seen in the spleen and lymph nodes 2 weeks posttransplant, with significantly higher engraftment in the spleen and with a trend increase seen in the lymph nodes (Supplemental Figure 5, C–F). The increased engraftment of IL-21–treated cells was not due to increased expression of thymus homing markers CCR7, CCR9, or PSGL1 or signaling receptors involved in T cell differentiation, including Notch1, IL7r, and cKit (Supplemental Figure 5G). Thus, the increased engraftment of IL-21–treated cells is probably due to the rapid proliferation of T cell progenitors (Figure 4C). We additionally performed a limiting dilution assay by transplanting 1 × 10^6^, 0.3 × 10^6^, or 0.1 × 10^6^ ex vivo–derived control or IL-21–treated T cell progenitors into sublethally irradiated congenic recipients. The improved efficiency in thymic reconstitution 1 week posttransplant could be seen when transplanting as few as 0.3 × 10^6^ ex vivo–derived T cell progenitors (Supplemental Figure 5H).

To further assess the functional improvement in T cell reconstitution after transplant of IL-21–expanded ex vivo–derived T cell progenitors, we transplanted C57BL/6J-derived cells into lethally irradiated LP/J recipients. This system (Figure 5A) models allogeneic transplantation in mice (63). In agreement with the congenic transplants, transplantation of an equal number of IL-21–expanded T cell progenitors resulted in significantly improved donor-derived CD3^+^ T cell reconstitution compared with control in the spleen 1 month posttransplant (Figure 5B). Additionally, CD45.1^+^ ex vivo–derived T cell progenitors made up the majority of CD3^+^ T cells in the spleen compared with CD45.1/.2^+^ HSC-derived progenitors, especially in the IL-21 group (>97%) (Figure 5B). This result demonstrates the superiority of ex vivo–derived cells in T lineage reconstitution compared with the slower T cell differentiation kinetics of donor BM HSCs (64). Both the donor-derived CD4^+^ and CD8^+^ T cell populations in the spleen were significantly higher in the IL-21–treated group, with no difference in the splenic CD4/CD8 ratio 1 month posttransplant (Figure 5, C and D). Consistently with other reports, CD45.1^+^ donor-derived T cells in the thymus of either control or IL-21–treated ex vivo T cell progenitor recipients 1 month after HSCT made up a small portion of total thymocytes and were mostly CD4 or CD8 single positive, representing the transient wave of donor-derived thymopoiesis induced by ex vivo–derived T cell progenitors (Supplemental Figure 6, A–C) (63).

To assay the maturation and functional contribution of IL-21–treated ex vivo–derived T cell progenitors posttransplant, we examined donor-derived CD4^+^ T cell populations in the gut. Several CD4^+^ T cell subtypes work together to maintain gut homeostasis, preventing ulcerative colitis and Crohn’s disease in a tissue laden with inflammatory antigens (65, 66). Intestinal effector CD4^+^ T cells, including T-bet^+^ Th1 cells, GATA3^+^ Th2 cells, and RORγt^+^ Th17 cells, respond to intracellular bacteria and viruses by secreting cytokines involved in resolution of gut immune pathology (67, 68). Additionally, regulatory CD4^+^ T cells, including thymus-derived natural Tregs (nTregs) and peripherally derived inducible Tregs (iTregs), limit excessive intestinal inflammation despite the enormous antigen load from the gut by inhibiting effector T cells (69–71).

Despite a trend toward increase, there was no significant difference in the numbers of ex vivo–derived T cells in the mesenteric lymph nodes (MLNs), small intestine, or large intestine between control and IL-21–treated donor cells 1 month posttransplant (Figure 5E and Supplemental Figure 6, D and E). However, in both conditions, almost all (>98%) T cells in each organ were derived from CD45.1^+^ ex vivo–generated T cell progenitors, with no donor HSC-derived mature T cells in the gut (Figure 5E and Supplemental Figure 6, D and E). To further characterize mature T cell subsets, we analyzed T cell transcription factor expression via intracellular flow cytometry. We found no differences in the numbers of Th1 (T-bet^+^), Th2 (GATA3^+^), Th17 (RORγt^+^Foxp3^–^), nTreg (Fox3p^+^RORγt^–^), or iTreg (Fox3p^+^RORγt^+^) in the small or large intestines or MLNs between control and IL-21–treated ex vivo–derived donor cells at 1 month posttransplant (Supplemental Figure 7, A–F). Additionally, there were no differences in the percentages of cells expressing these transcription factors in the large intestines, small intestines, or MLNs, except for the percentage of MLN cells expressing RORγt, which was significantly higher in the IL-21–treated ex vivo–derived donor group (Supplemental Figure 8, A–C). The increased percentage of MLN cells expressing RORγt in the IL-21–treated donor group has been previously suggested by work showing that although IL-21 signaling is dispensable for Th17 development in vivo, IL-21 can induce RORγt expression when combined with TGF-β in vitro (72). Despite the increase in percentage of MLN cells expressing RORγt in the IL-21–treated donor group, there was no significant change in the numbers of any T cell subtype we analyzed in the MLNs, including Th17 (Supplemental Figure 7, A–F, and Supplemental Figure 8C).

We additionally stained for intracellular cytokine production of CD4^+^ T cells in the gut to verify the activity of ex vivo–derived cells 1 month posttransplant. IFN-γ is secreted by effector CD4^+^ T cells mainly in response to microbial antigens, promotes mucus secretion from intestinal secretory cells, and regulates epithelial proliferation and apoptosis (73–75). Control and IL-21–treated ex vivo–derived donor CD4^+^ T cells had no differences in the percentage of cells positive for IFN-γ in the MLNs or small or large intestines of recipient mice (Figure 5F and Supplemental Figure 8, D and E). IL-17a, produced mainly by Th17 cells in the gut, targets epithelial and lymphoid populations to regulate immune reactions to resident microbial populations (76–78). We found no differences in the percentages of either control or IL-21–treated ex vivo–derived donor CD4^+^ T cells expressing IL-17a in the MLNs or small or large intestines 1 month posttransplant (Figure 5G and Supplemental Figure 8, D and E). Additionally, ex vivo–derived donor CD4^+^ T cells in the small intestine produced a comparable amount of IFN-γ compared to Ly9.1^+^ host T cells, and only slightly less IL-17a, confirming that ex vivo–derived T cell progenitors can produce functional mature T cells in vivo (Figure 5, F and G). Taken together, the addition of IL-21 to the media of T cell progenitor ex vivo cocultures improves splenic reconstitution and does not affect the posttransplant ability of these cells to function or differentiate in peripheral organs in an allogeneic setting.

### Human CD34^+^ cord blood cells are responsive to Notch–IL-21–induced T cell progenitor production and expansion.

Once we had established that IL-21–expanded T cell progenitors derived from ex vivo culture were functional in an allogeneic transplant model, we turned to human cells to determine if the Notch/IL-21 signaling axis is conserved and can be used toward a similar expansion application. We plated freshly thawed human CD34^+^ cord blood cells on OP9-Dll1 cells in media containing recombinant human IL-7, Flt3L, and stem cell factor, with or without IL-21 (Figure 6A) (79). After 12 days of culture, the percentage of CD34^+^CD7^+^ pro–T cells was equal in the control and IL-21–treated groups (Figure 6, B and C), suggesting no defects in differentiation dynamics. However, we observed significantly more total pro–T cells produced with the Notch–IL-21 combined treatment compared with the Notch-only control, with a 1.5-fold increase in absolute cell numbers (Figure 6D). Thus, Notch–IL-21 combined treatment of human hematopoietic progenitors improves total yield of pro–T cells for potential therapeutic use.

## Discussion

HSCT been a staple for the treatment of blood diseases and disorders since its first successful clinical application in 1957 (80). One of the major clinical consequences of HSCT is the long-term delay in donor-derived T cell recovery (81). Factors such as patient preconditioning, which is necessary to prevent graft rejection by the host immune system, contribute to this delay by damaging organs crucial to lymphoid development, such as the thymus and bone marrow (82–84). The outcome of delayed T cell recovery is defective adaptive immunity, which correlates to an increased incidence of opportunistic infections up to 1 year after HSCT (81, 82, 85). Thus, several strategies have been tested as potential mechanisms for clinical improvement of donor-derived T cell development. Clinical trials directed toward T cell recovery have been focused on improving thymic regeneration and functional integrity (82). Specifically, IL-7 (ClinicalTrials.gov NCT00684008) administration promotes thymocyte survival, while keratinocyte growth factor (NCT01746849) and IL-22 (NCT02406651) provide proliferative and protective signals to TECs (82, 86–90). However, a rate-limiting step in T cell recovery after HSCT remains the seeding of the thymus with BM-derived progenitors (64). This is significant in the setting of transplantation, as thymic seeding induces thymic enlargement and regeneration that ultimately improves the production of HSC-derived T cells (91, 92). Therefore, methods aimed at providing ex vivo–expanded T cell progenitors, which home to the recipient’s thymus and produce mature T cells, provide a promising approach to inducing robust recovery of T cell populations after HSCT (63, 93).

Induction of early T cell differentiation of mouse or human hematopoietic progenitors ex vivo requires activation of Notch signaling commonly provided by feeder cell-derived or plate-bound Notch ligands (52, 92). Cytokines, including IL-7 and Fl3tL, supplement the media ex vivo to promote T cell proliferation, cell survival, and differentiation (94). BM and thymic Notch ligands and IL-7, as well as prethymic Flt3L, are all involved in physiological T cell differentiation and are commonly used in ex vivo T cell differentiation protocols (17). Though they have proved effective to some extent, there is plenty of room for improvement of such protocols, especially as it pertains to integration of novel signaling pathways involved in T cell differentiation, survival, and proliferation. With recent findings indicating a prethymic role for Notch activity in T cell development, the identification of downstream Notch target genes that could be manipulated ex vivo to promote, prime, and expand prethymic T cells represents a critical advance in the area of cell-based therapies (26). We used several Notch-transgenic mouse models to identify Notch targets in the BM CLPs and help uncover signaling pathways important in prethymic lymphoid progenitors.

We found that IL21r, expression of which we show to be Notch dependent both in vivo and in vitro, is a unique BM Notch target gene. IL21r signaling is involved in mature lymphoid cell processes, including T cell proliferation and CD8^+^ memory cell formation, NK cell maturation, macrophage phagocytosis, and context-dependent B cell proliferation, apoptosis, or plasma cell differentiation (57). IL-21 is a key component in immune responses to parasitic and chronic viral infection (95, 96). Although IL21r-KO mice have no defect in thymopoiesis, IL-21 signaling has been shown to affect CD4 and CD8 single-positive cell emigration (62, 97). Until our current study, a role for IL-21 signaling in BM CLPs had not been reported to our knowledge. We determined that IL21r expression was activated by Notch signaling specifically in the BM niche and that IL-21 treatment induced CLP proliferation in a Notch-dependent manner. We also confirmed that IL-21–induced expansion of CLP cells did not occur under homeostatic conditions in vivo. The lack of expression of IL-21 in T cells of neonatal pups makes it unlikely that this signaling axis plays a role in the early stages of postnatal developmental lymphopoiesis, although activation of the axis can be forced on CD34^+^ CB cells ex vivo through application of Notch ligands and recombinant IL-21. Additionally, the Notch/IL21r axis might not play a role in thymic progenitor culture of thymocytes using thymic epithelial cells ex vivo, due to the specificity of the signaling axis to BM progenitors (98). Given that BM-resident CD4^+^ TRM cells produce IL-21, it is likely that the context in which CLP proliferation downstream of IL21r signaling occurs is in response to inflammation and regenerative hematopoiesis. More work is required to confirm the context-dependent role for IL-21 signaling in CLP proliferation. Since IL-21–dependent expansion of BM CLP progenitors prior to thymic migration had not been previously reported to our knowledge, we set out to determine the extent to which addition of IL-21 ex vivo can be repurposed for expansion of functional mouse and human T cell progenitors.

Although injection of IL-21 in mice after HSCT has been shown to improve thymic T cell recovery in vivo, clinical application of such an approach may be untenable, as the pleiotropic mechanism of IL-21 signaling was shown not to be lineage specific, causing proliferation of BM LSK cells (99). Additionally, IL-21 injection in vivo could have off-target effects on mature lymphoid populations or even proliferative or survival effects in residual leukemic populations, such as in Waldenstrom macroglobulinemia, multiple myeloma, Hodgkin’s lymphoma, anaplastic large cell lymphoma, and adult T cell leukemia (100–106). Finally, IL-21 signaling can promote gastrointestinal GVHD in allogeneic transplants (107, 108). The ability to target specific cell populations with IL-21 activation, such as ex vivo–cultured progenitors, would be clinically advantageous and would avoid potential off-target IL21r activation in HSCT patients.

In summary, we discovered a new BM-specific Notch/IL-21 signaling axis and showed that IL-21 treatment provides a significant and dramatic improvement in the ex vivo expansion of functional T cell progenitors. As methods for ex vivo generation of T cell precursors require rare CB or mobilized BM-derived HSCs for starting material, methods that improve the total output of thymic seeding cells are advantageous for clinical feasibility. While Notch signals provide the vital T cell differentiation cues to early hematopoietic progenitors in the BM niche, we show how a discovery in vivo can be directly repurposed to improve an ex vivo platform and thus utilize IL-21–induced expansion of thymic seeding precursors. Therefore, both mouse and human hematopoietic progenitors can be primed and expanded for rapid T cell development, while retaining functional potential to support immune recovery in allogeneic transplants.

## Methods

### Mice.

Further information can be found in Supplemental Methods. B6.SJL-*Ptprc^a^* *Pep3^b^*/BoyJ (or CD45.1/.2) mice, C57BL/6J (or CD45.2) mice, and LP/J mice were purchased from The Jackson Laboratory. Breeding pairs of B6.129-*Il21r^tm1Kopf^*/J (IL21r-KO) were purchased from The Jackson Laboratory. Breeding pairs of Notch^+/ΔTAD^ mice were generated as described previously (25), and B6.129-*Notch1^tm1Con^*/J (Notch^+/–^) mice were obtained from The Jackson Laboratory. Notch1 conditional floxed mice were generated by crossing Notch1^fl/fl^ (gift from Jan Kitajewski, University of Illinois at Chicago, Chicago, Illinois, USA) to Vav-Cre mice (54). All mice were backcrossed to C57BL/6J mice for more than 10 generations before being used in our study. Both male and female mice were used, and all mice used were 6–12 weeks of age. They received food and water ad libitum. Mice were housed at the University of Illinois at Chicago (UIC) Association for Assessment and Accreditation of Laboratory Animal Care International–certified animal facilities.

### Preparation of BM, thymus, lymph node, and spleen mononuclear cells.

Femurs, tibias, spleens, and thymuses were harvested from mice immediately after euthanasia with 3%–5% isoflurane and by cervical dislocation. BM cells were flushed into PBS containing 2% fetal bovine serum using a 22-gauge needle (BD Biosciences) and syringe. Single-cell suspensions from spleens, thymuses, and inguinal lymph nodes were prepared by mincing and gently passing cells through 70 μm cell strainers (CELLTREAT Scientific Products). ACK lysing buffer (Invitrogen) was used to remove red blood cells to isolate mononuclear cells.

### Cell culture.

OP9 and OP9-Dll1 (a gift from Juan Carlos Zuniga-Pflucker, University of Toronto, Toronto, Ontario, Canada; and Warren Pear, University of Pennsylvania, Philadelphia, Pennsylvania, USA, at different times), and U2OS (ATCC) cells were cultured in Full Media: DMEM (Corning) supplemented with 10% FBS (Hyclone), 1× GlutaMAX (Gibco), and 1× penicillin/streptomycin (Corning). For all cocultures, OP9 or OP9-Dll1 cells were plated at a concentration of 2.78 × 10^4^ cells/cm^2^. For T cell progenitor differentiation, LSK cells were sorted at 3.1 × 10^3^ cells/cm^2^ directly into wells plated with OP9 or OP9-Dll1 24 hours earlier in Full Media supplemented with 1 ng/μL IL-7, 5 ng/μL Flt3L, with or without 20 ng/μL IL-21 (Peprotech). Fresh cytokines were added every 48 hours. For cultures lasting longer than 1 week, hematopoietic cells were gently pipetted to avoid removing feeder cells and placed in new wells plated with fresh feeder cells 24 hours prior. For cultures using plate-bound ligand, plates were prepared by incubating with 10 μg/mL recombinant human Dll4 and 2.32 μg/mL recombinant human VCAM-1 (R&D Systems) diluted in chilled PBS overnight at 4°C. Plates were washed once with PBS before cells were added. LSK cells were sorted and added at a concentration of 3.1 × 10^3^ cells/cm^2^ in serum-free IMDM (Gibco) supplemented with 20% bovine serum albumin, insulin, and transferrin serum substitute (StemCell Technologies); 1× GlutaMAX (Gibco); 1 μg/mL low-density lipoproteins (Calbiochem); 1 ng/mL IL-7; 5 ng/mL Flt3L; 25 ng/mL stem cell factor (SCF); with or without 20 ng/mL IL-21 (Peprotech). Cells were moved onto freshly prepared ligand-coated plates in fresh supplemented media every 96 hours. For human pro–T cell differentiation, 8.3 × 10^3^ freshly thawed human CD34^+^ cord blood cells (Lonza) were added to 12-well plates that had been plated with OP9-Dll1 cells 24 hours prior, in DMEM supplemented with 20% FBS, 1× GlutaMAX, 1× penicillin/streptomycin, 30 ng/mL human SCF, 10 ng/mL human IL-7, 10 ng/mL human Flt3L, with or without 20 ng/mL human IL-21 (Peprotech). Cells were placed in new wells plated with fresh feeder cells 24 hours prior in fresh supplemented media every 96 hours. For all ex vivo cultures using sorted mouse cells, 3–5 individual mice were used as biological replicates. For human CD34^+^ cord blood cultures, data were generated using cells collected from 2 individual donors.

### Ex vivo–derived T cell progenitor transplantation.

Indicated numbers of ex vivo–derived T cell progenitors (CD45.1/.2 or CD45.1) from control or IL-21–treated OP9-Dll1 cocultures were retro-orbitally transplanted into 4.5 Gy irradiated congenic recipients (CD45.1). For the allogeneic transplant, indicated numbers of ex vivo–derived T cell progenitors (CD45.1) and sorted BM HSCs (CD45.1/.2) were retro-orbitally transplanted into 9.0 Gy irradiated LP/J recipients (Ly9.1). All cells were washed with cold PBS prior to injection. Recipient mice were maintained on antibiotic water for 1 week before transplantation and 2 weeks posttransplant. To analyze engraftment ability of transplanted hematopoietic cells, peripheral lymphoid organs were collected at indicated time points after transplantation, and donor-derived T cell populations were analyzed by flow cytometry.

### RNA-Seq.

A total of 4 × 10^3^ to 11 × 10^3^ CLPs were sorted per mouse into RNA lysis buffer (Invitrogen) and stored at –80°C until RNA extraction. Total RNA was extracted using PicoPure RNA Isolation Kit (Applied Biosystems) with inclusion of RNase-free DNase (QIAGEN) treatment, as per manufacturer’s instructions. RNA samples were quantified using Quantus fluorometer (Promega). RNA-Seq was performed by the UIC at Chicago Genome Research Core. Sequencing libraries were prepared using strand-specific QuantSeq 3′ RNAseq kit (Lexogen, FWD, catalog 015). Total RNA in the amount of 1 nanogram per sample was used as an input. Library construction was performed according to the manufacturer’s protocol with all modifications recommended for samples with low RNA input.

In brief, during the first strand cDNA synthesis, an oligo dT primer containing an Illumina-compatible sequence at its 5′ end was hybridized to mRNA and reverse transcription was performed. After that, the RNA template was degraded, and during second strand synthesis, the library was converted to dsDNA. Second strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end. The dsDNA libraries were purified by using magnetic beads to remove all reaction components. Next, the libraries were amplified to add the complete adapter sequences required for cluster generation and to generate sufficient material for quality control and sequencing. The number of PCR amplification cycles was 22, as determined by test quantitative PCR using a small preamplification library aliquot for each individual sample. Final amplified libraries were purified using purification beads supplied with the kit and quantified, and fragment sizes were confirmed to be within 263–318 bp by gel electrophoresis using Agilent 4200 TapeStation (D1000 Screen Tape). Concentration of the final library pool was confirmed by quantitative PCR. Sequencing was performed on NextSeq 500 (Illumina), high-output kit, 1 × 75 nt single reads.

RNA-Seq data were analyzed using the following tools from the BaseSpace Sequence Hub (Illumina): FASTQ adapter and quality trimming were performed using FASTQ Toolkit (V2.2.0), STAR alignment was performed using RNA-Seq Alignment (V2.0.0) using Mus_musculus (UCSC mm10) reference genome, and differential expression was performed using RNA-Seq Differential Expression (V1.0.1). Data were deposited in National Center for Biotechnology Information’s Gene Expression Omnibus GSE189370.

### Western blot analysis.

Whole-cell lysates were prepared with RIPA buffer with protease inhibitors. Protein concentration was determined with the Bio-Rad protein assay dye reagent (Bio-Rad). Proteins were separated using SDS-PAGE and transferred to PVDF membranes. Antibodies used for Western blot were cleaved Notch1 (Val1744) antibody (Cell Signaling Technology catalog 2421), GAPDH (MilliporeSigma catalog AB2302), and secondary anti-mouse–HRP (Bio-Rad catalog 170-6516) or anti-rabbit–HRP (Bio-Rad catalog 170-6515). Blots were visualized with SuperSignal west pico chemiluminescence (Thermo Fisher Scientific) or SuperSignal west femto chemiluminescence substrate (Thermo Fisher Scientific).

### qRT-PCR.

BM CLP, CD3^+^CD4^+^, CD3^+^CD8^+^, CD11b^+^, CD19^+^, and NK1.1^+^ cells, as well as thymic DN1s, DN2s, DN3s, and CD8^+^ cells, were sorted for RNA isolation using RNeasy Mini or Micro Kit (QIAGEN), except for BM CLP RNA, which was isolated with the PicoPure RNA kit (Thermo Fisher Scientific). BM CD3^+^ cells from P3 pups were bead purified, and RNA was isolated with the PicoPure RNA kit. RNA from cultured cells was isolated using RNeasy Mini Kit. cDNA was synthesized from RNA with the Super Script III kit (Invitrogen). Transcripts were amplified with SYBR Green qRT-PCR master mix (Applied Biosystems), and qRT-PCR was performed on the Viia7 system (Applied Biosystems). GAPDH or EF1α were used as housekeeping genes. Primer sequences are provided in Supplemental Table 2.

### Statistics.

The data were analyzed by ANOVA. Differences among group means were analyzed by Student-Newman-Keuls multiple comparisons test after 1- or 2-way ANOVA. For experiments in which only single experimental and control groups were used, group differences were examined by unpaired Student’s 2-tailed *t* test. Differences were considered significant at *P* < 0.05. All data represent mean ± SEM. All analyses were done with GraphPad Prism from GraphPad Software. Figures were created using GraphPad Prism and with BioRender.com.

### Study approval.

The Institutional Animal Care and Use Committee of UIC approved all animal procedures used in this study. Umbilical cord blood cells were obtained from Lonza. All cryopreserved umbilical cord blood samples were obtained from healthy, consenting donors and an IRB-approved source (Lonza 2C101B Batch 19TL190053).

## Author contributions

KS contributed to experimental design, generation of results, data analysis, and writing of the manuscript. NYP, TB, ZW, and LS contributed to generation of results. TS contributed to experimental design of allogeneic transplant and manuscript review. KVP contributed to experimental design and writing of the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
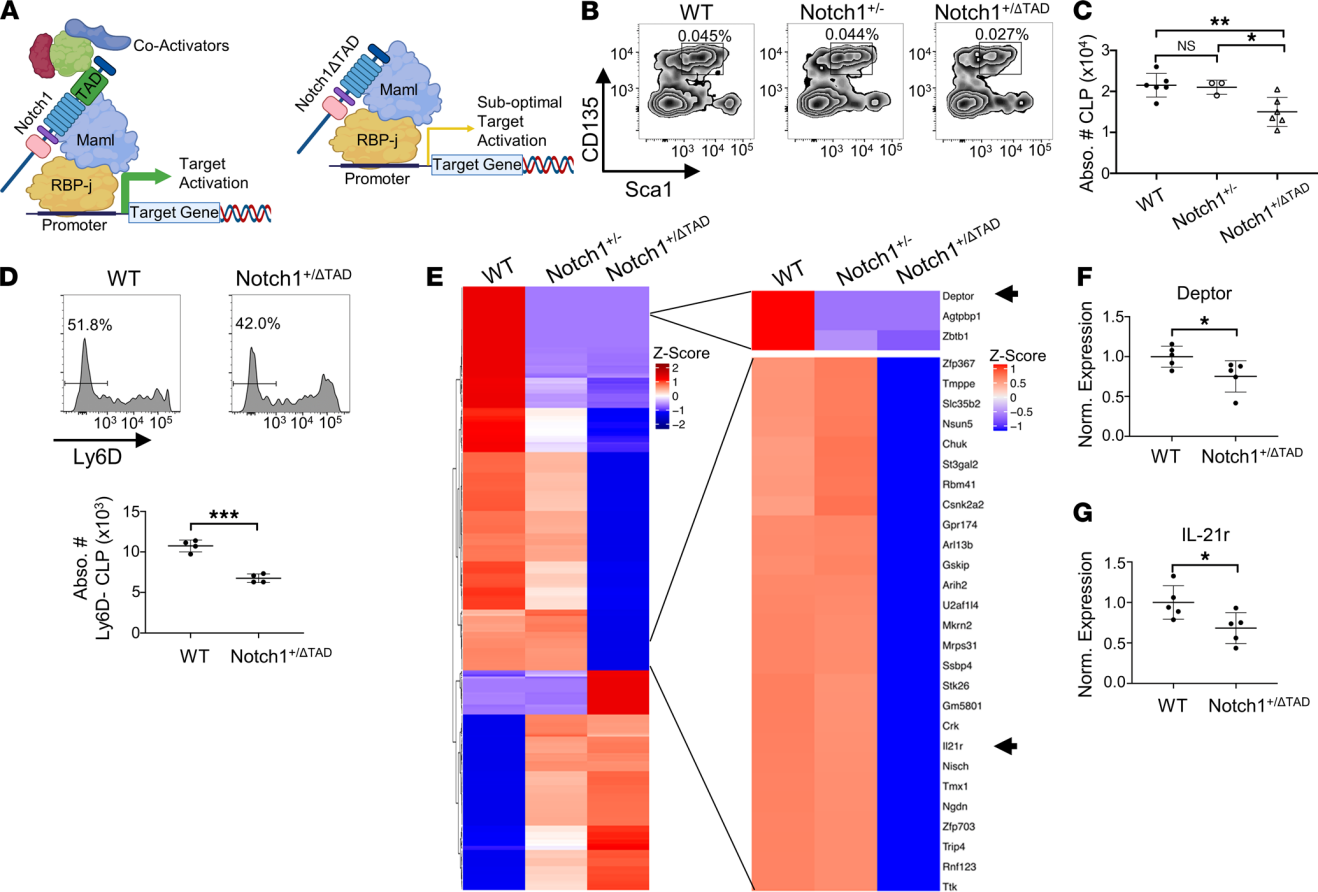
Notch signaling hypomorph reveals CLP defect in the BM. (**A**) Notch1ΔTAD interferes with Notch1 by forming a trimolecular complex with RBPj and MAML but weakly activating transcription without TAD domain–dependent coactivator recruitment. (**B**) Representative flow plot for CLPs (CD135^+^Sca1^lo^), gated on Lin^–^cKit^lo^CD127^+^, with percentage of live cells indicated. (**C**) Absolute number of BM CLP cells in WT (*n* = 6), Notch1^+/–^ (*n* = 3), and Notch1^+/ΔTAD^ (*n* =6). (**D**) (Top) Representative histogram for Ly6D expression on CLPs, gated on Lin^–^cKit^lo^CD127^+^CD135^+^Sca1^lo^. (Bottom) Absolute number of Ly6D^–^ BM CLP cells in WT (*n* = 4) and Notch1^+/ΔTAD^ (*n* = 4). (**E**) Differential gene expression shown as *Z* score heatmap determined by RNA-Seq of mRNA isolated from WT (*n* = 5), Notch1^+/–^ (*n* = 5), and Notch1^+/ΔTAD^ CLPs (*n* = 3). (Right) Select list of differentially expressed genes. (**F**) Expression of Deptor relative to EF1α normalized to WT determined by qRT-PCR of mRNA isolated from CLPs sorted from WT (*n* = 5) and Notch1^+/ΔTAD^ (*n* = 5) mice. (**G**) Expression of IL21r relative to EF1α normalized to WT determined by qRT-PCR of mRNA isolated from CLPs sorted from WT (*n* = 5) and Notch1^+/ΔTAD^ (*n* = 5) mice. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis performed using Student’s 2-tailed *t* test (**D**, **F**, and **G**) and 1-way ANOVA (**C**).

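All 30 genes printed beside the heatmap in Figure 1E had a lower mean log2(TPM + 1) in Notch1 +/ΔTAD than in WT libraries, and 21 were lower and 9 higher in Notch1+/- than in WT libraries. The study chose these genes on the same libraries. Neither their direction in any comparison nor a p-value adjusted over the list alone is therefore independent evidence. In the Notch1 +/ΔTAD libraries 28 of the 30 genes were under 1 TPM throughout and 21 were listed at 0, with a highest value of 1.36 TPM for Ngdn. In WT libraries, 22 of the genes reached 1 TPM in at most 2 of the 5 mice, 27 were listed at 0 in at least 1 mouse, and only Il21r and Tmx1 reached 1 TPM in all 5. Of the Notch1+/- libraries, at least 1 listed a gene at 0 for 28 of the 30 genes. Deptor and Agtpbp1 were at 0 in all 5. For Notch1 +/ΔTAD against WT, 8 of the genes met the minimum for the limma test and 0 passed the threshold over all genes tested, whereas 3 had an unadjusted p under 0.05. Il21r and Tmx1 passed when adjusted over the list alone, with adjusted p-values of 0.0267 and 0.0406. This count was 0 to 3 under the alternatives, and 0 without any 1 of the Notch1 +/ΔTAD libraries 7, 9, or 14. Those fits tested 27 of the genes, because the minimum changed with the group size. The count was also 0 with a pseudocount of 10 (8 genes tested) and in 1 model of 13 libraries (25 tested). For Notch1+/- against WT, 9 of the genes were tested, and 0 had an adjusted or unadjusted p under 0.05. For Notch1 +/ΔTAD against Notch1+/-, 28 were lower, 0 higher, and 2 equal. Of these, 25 were tested, 4 had an unadjusted p under 0.05, and 0 passed over all genes. Adjusted over the list alone, 1 gene passed, Ngdn, with a log2 fold change of -7.37 and an adjusted p of 0.0176. Under alternatives chosen after seeing the data, 0 to 2 genes passed, with 0 without Notch1+/- library 4, without Notch1 +/ΔTAD library 7, without Notch1 +/ΔTAD library 9, or with a pseudocount of 10. Gm5801 is annotated as a processed pseudogene. Tmppe, U2af1l4, Csnk2a2, Mkrn2, and St3gal2 overlap Glb1, Gm49396, Gm45853, Gm44157, and Gm26132, respectively, on the same strand.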

**Figure 2:**
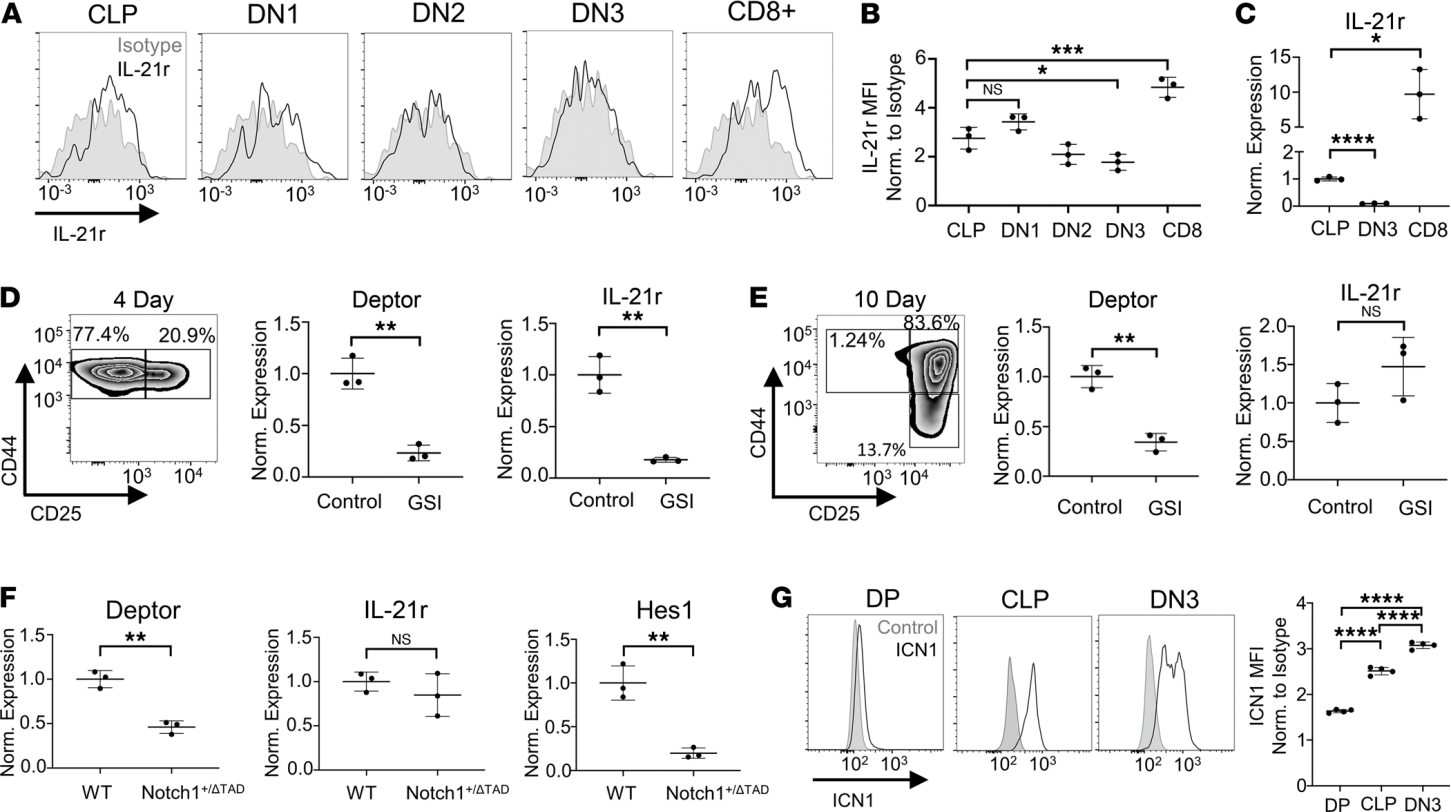
IL21r is a BM-specific Notch target. (**A**) Representative histogram for IL21r staining on BM CLP and thymic DN1, DN2, DN3, and CD8^+^ populations. (**B**) IL21r MFI normalized to isotype control for BM CLP and thymic DN1, DN2, DN3, and CD8^+^ populations (*n* = 3). (**C**) Expression of IL21r relative to GAPDH normalized to CLP determined by qRT-PCR of mRNA isolated from BM CLP and thymic DN3 and CD8^+^ cells from WT (*n* = 3) mice. (**D**) (Left) Representative flow plot of hematopoietic progenitor Lin^–^Sca1^+^cKit^+^ (LSK) cells cultured on OP9-DL1 cells for 4 days, gated on live cells. (Right) Expression of Deptor and IL21r relative to GAPDH normalized to DMSO determined by qRT-PCR of mRNA isolated from DMSO and GSI-treated LSK 4-day cultures (*n* = 3). GSI added for final 24 hours. (**E**) (Left) Representative flow plot of LSK cells cultured on OP9-DL1 cells for 10 days, gated on live cells. (Right) Expression of Deptor and IL21r relative to GAPDH and normalized to DMSO determined by qRT-PCR of mRNA isolated from DMSO and GSI-treated 10-day LSK cultures on OP9-DL1 (*n* = 3). GSI added for final 24 hours. (**F**) Expression of Deptor, IL21r, and Hes1 relative to EF1α normalized to WT determined by qRT-PCR of mRNA isolated from sorted WT or Notch1^+/ΔTAD^ thymic DN3 cells (*n* = 3). (**G**) (Left) Representative histograms for intracellular ICN1 of thymic DP, DN3, and BM CLP populations stained with anti-rabbit–Alexa Fluor 647 secondary antibody. Gray/filled = no primary antibody control, black/empty = ICN1. (Right) MFI of ICN1 normalized to secondary antibody control (*n* = 4). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Statistical analysis performed using Student’s 2-tailed *t* test (**D**–**F**) and 1-way ANOVA (**B**, **C**, and **G**).

**Figure 3:**
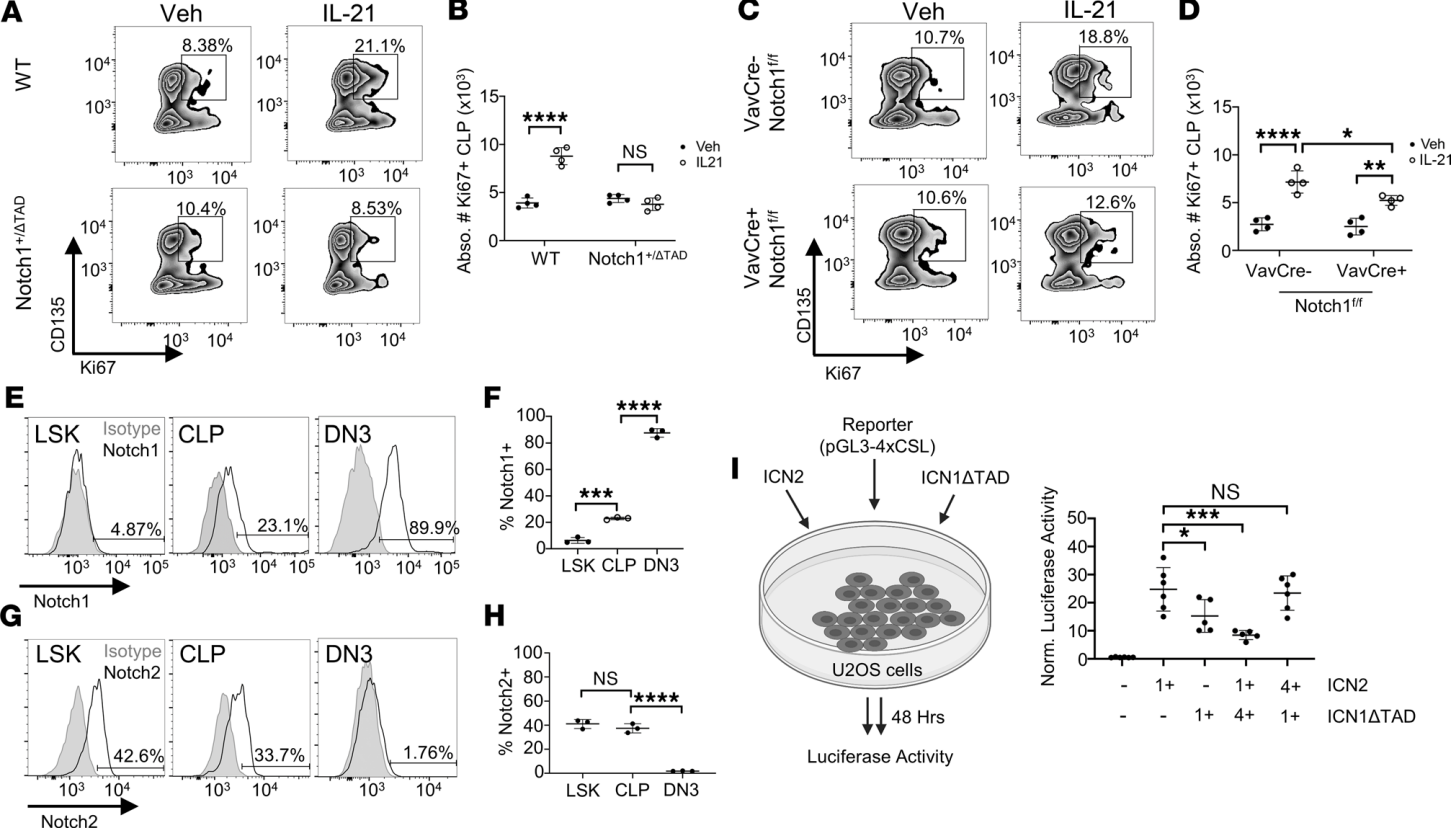
IL-21–induced CLP proliferation is Notch dependent. (**A**) Representative flow plot for Ki67 staining on BM CLP population after vehicle or IL-21 i.p. injections in WT or Notch1^+/ΔTAD^ mice, gated on Lin^–^cKit^lo^Sca1^lo^CD127^+^. (**B**) Absolute number of Ki67^+^ CLP cells in BM of WT or Notch1^+/ΔTAD^ mice after vehicle or IL-21 i.p. injections (*n* = 4). (**C**) Representative flow plot for Ki67 staining on BM CLP population after vehicle or IL-21 i.p. injections in Vav-Cre^–^ Notch1^fl/fl^ or Vav-Cre^+^ Notch1^fl/fl^ mice, gated on Lin^–^cKit^lo^Sca1^lo^CD127^+^. (**D**) Absolute number of Ki67^+^ CLPs in BM of Vav-Cre^–^ Notch1^fl/fl^ or Vav-Cre^+^ Notch1^fl/fl^ mice after vehicle or IL-21 i.p. injections (*n* = 4). (**E**) Representative histograms for Notch1 staining on BM LSK, CLP, and thymic DN3 populations. Gray/filled = isotype control. (**F**) Percentage of BM LSK, CLP, and thymic DN3 populations expressing Notch1 (*n* = 3). (**G**) Representative histogram for Notch2 staining on BM LSK, CLP, and thymic DN3 populations. Gray/filled = isotype control. (**H**) Percentage of BM LSK, CLP, and thymic DN3 populations expressing Notch2 (*n* = 3). (**I**) (Left) U2OS cells were transfected with reporter pGL3-CSL4X, and with empty control vector, ICN2, ICN1ΔTAD, or both ICN2 and ICN1ΔTAD. (Right) Firefly luciferase activity normalized to Renilla activity in U2OS cells transfected with pGL3-CSL4x and empty vector, ICN2, or ICN1ΔTAD at indicated ratios (*n* = 5–6). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Statistical analysis performed using 1-way ANOVA (**F**, **H**, and **I**) and 2-way ANOVA (**B** and **D**).

**Figure 4:**
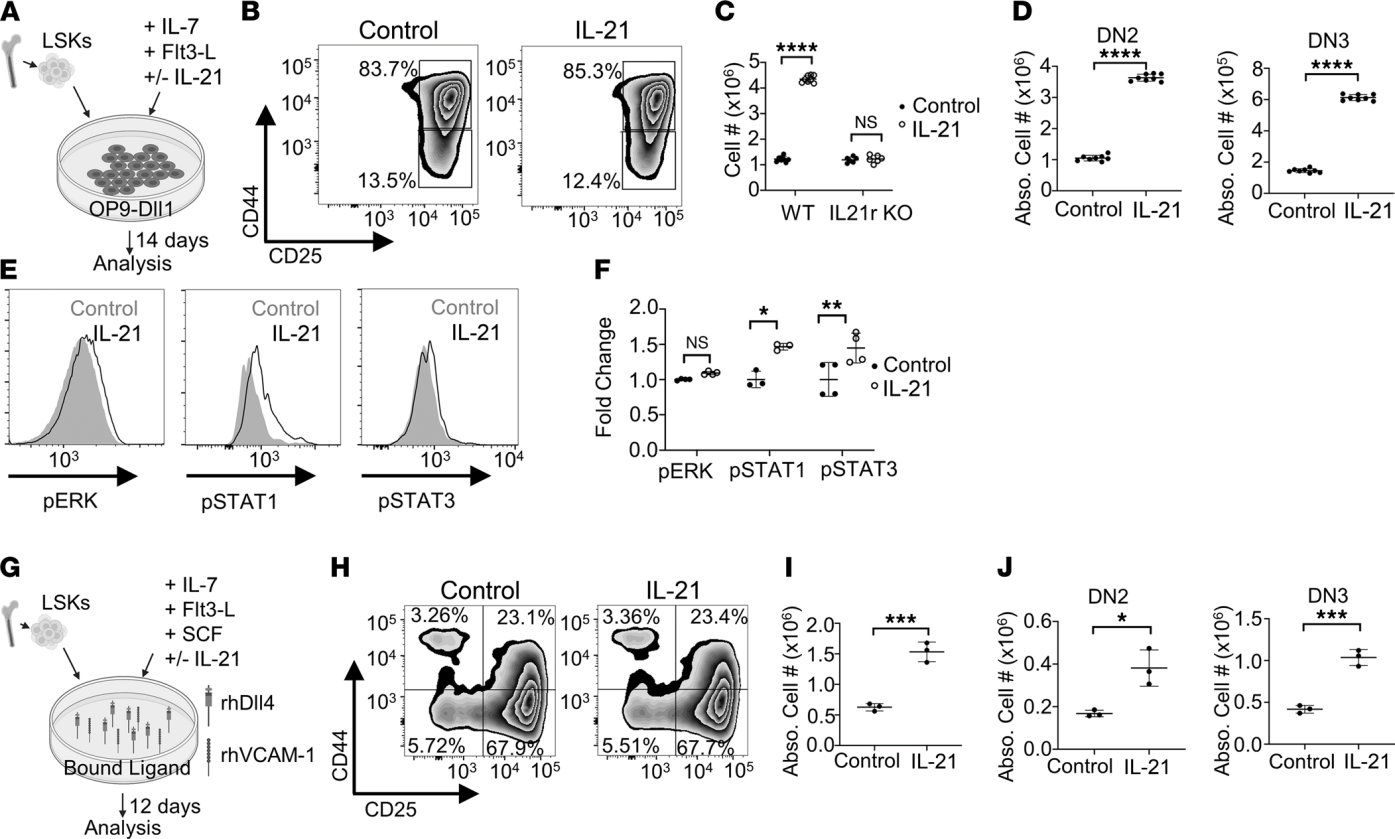
Notch/IL-21 coculture increases production of T cell–primed progenitors. (**A**) Sorted BM LSK cells were cultured 2 weeks on OP9-Dll1 cells with indicated cytokines. (**B**) Representative flow plot for T cell developmental markers on WT LSK cells cultured 2 weeks on OP9-Dll1 cells with or without IL-21, gated on live cells. (**C**) Cell count after 2 weeks’ coculture of WT (*n* = 8) or IL21r-KO (*n* = 6) LSK cells on OP9-Dll1, with or without IL-21. Data generated using individual mice. (**D**) Absolute number of DN2 (*n* = 8) (CD44^+^CD25^+^) and DN3 (*n* = 8) (CD44^–^CD25^+^) cells generated after 2 weeks of OP9-Dll1 coculture, with or without IL-21. Data generated using individual mice. (**E**) Representative histograms of p-Thr202/Tyr204 ERK, p-Ser727 STAT1, and p-Tyr705 STAT3 of 1-week OP9-Dll1 cultured LSK cells after 30-minute treatment of vehicle or IL-21. Gray/filled = control, black/empty = IL-21. (**F**) Fold change in MFI normalized to control for p-Thr202/Tyr204 ERK (*n* = 4), p-Ser727 STAT1 (*n* = 3), and p-Tyr705 STAT3 (*n* = 4) of 1-week OP9-Dll1 cultured LSK cells with or without 30-minute IL-21 treatment. Data generated using individual mice. (**G**) Sorted BM LSK cells were cultured on plates with immobilized rhDll4 and rhVCAM-1 with indicated cytokines. (**H**) Representative flow plot for T cell developmental markers on WT LSK cells cultured 12 days on immobilized rhDll4 and rhVCAM-1 with or without IL-21, gated on live cells. (**I**) Cell count after 12 days’ culture of WT (*n* = 3) sorted LSK cells on immobilized rhDll4 and rhVCAM-1 with or without IL-21. Data generated using individual mice. (**J**) Absolute number of DN2 (CD44^+^CD25^+^) and DN3 (CD44^–^CD25^+^) cells generated after 12 days of culture on immobilized rhDll4 and rhVCAM-1, with or without IL-21. Data generated using individual mice. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Statistical analysis performed using Student’s 2-tailed *t* test (**D**, **I**, and **J**) and 2-way ANOVA (**C** and **F**). rh, recombinant human.

**Figure 5:**
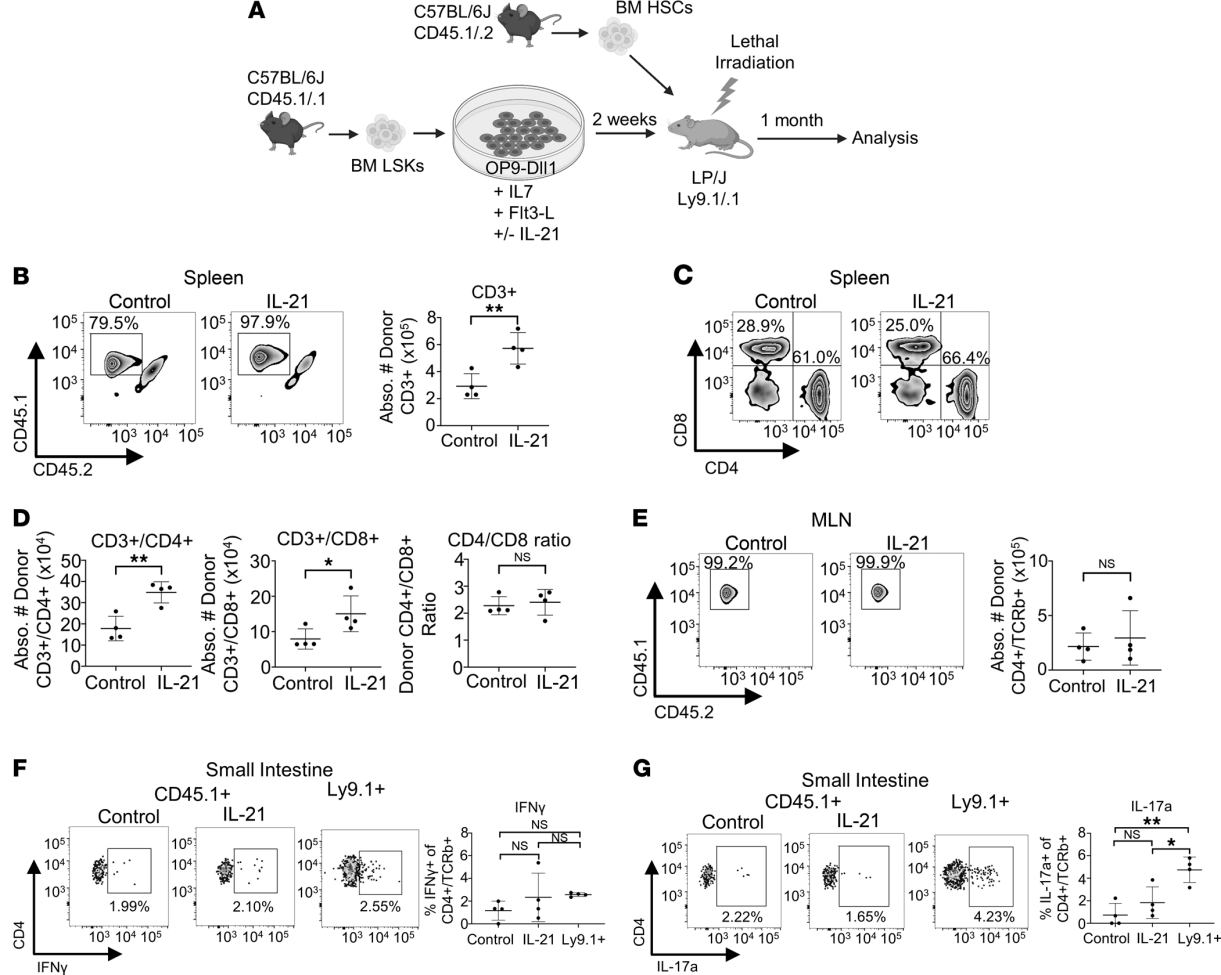
Notch/IL-21–primed T cell progenitors efficiently reconstitute allogeneic recipients. (**A**) Sorted BM LSK cells (CD45.1) were cultured on OP9-Dll1 cells with indicated cytokines. After 2 weeks, 2 × 10^6^ T cell–primed progenitors were cotransplanted with 1000 fresh HSCs (CD45.1/.2) into lethally irradiated LP/J (Ly9.1^+^) recipient mice. (**B**) Representative flow plot (left) and absolute number (right) of donor splenic T cells from control (*n* = 4) and IL-21–treated (*n* = 4) culture recipients, 1 month posttransplant. Gated on Ly9.1^–^CD3^+^. (**C**) Representative flow plot for CD4 and CD8 staining of donor splenic T cells, 1 month posttransplant. Gated on Ly9.1^–^CD3^+^CD45.1^+^CD45.2^–^. (**D**) Absolute number of donor splenic CD4^+^ and CD8^+^ cells and CD4/CD8 ratio of cells from control (*n* = 4) and IL-21–treated (*n* = 4) culture recipients, 1 month posttransplant. (**E**) (Left) Representative flow plot for donor T cells in MLNs, 1 month posttransplant. Gated on MHCII^–^Ly9.1^–^CD4^+^TCRb^+^CD44^+^. (Right) Absolute number of donor T cells in MLNs from control (*n* = 4) and IL-21–treated (*n* = 4) culture recipients. (**F**) (Left) Representative flow plot for IFN-γ of host Ly9.1^+^ and control and IL-21–treated culture (CD45.1^+^) cells from recipient SI, 1 month posttransplant. Gated on MHCII^–^CD4^+^TCRb^+^CD44^+^. (Right) Percentages of T cells expressing IFN-γ of host Ly9.1^+^ (*n* = 4) and control (*n* = 4) and IL-21–treated (*n* = 4) culture (CD45.1^+^) cells from recipient SI, 1 month posttransplant. (**G**) (Left) Representative flow plot for IL-17a of host Ly9.1^+^ and control and IL-21–treated culture (CD45.1^+^) cells from recipient SI, 1 month posttransplant. Gated on MHCII^–^CD4^+^TCRb^+^CD44^+^. (Right) Percentages of T cells expressing IL-17a of host Ly9.1^+^ (*n* = 4) and control (*n* = 4) and IL-21–treated (*n* = 4) culture (CD45.1^+^) cells from recipient SI, 1 month posttransplant. MLN, mesenteric lymph nodes; SI, small intestine. *P < 0.05, **P < 0.01. Statistical analysis performed using Student’s 2-tailed *t* test (**B**–**E**) and 1-way ANOVA (**F** and **G**).

**Figure 6:**
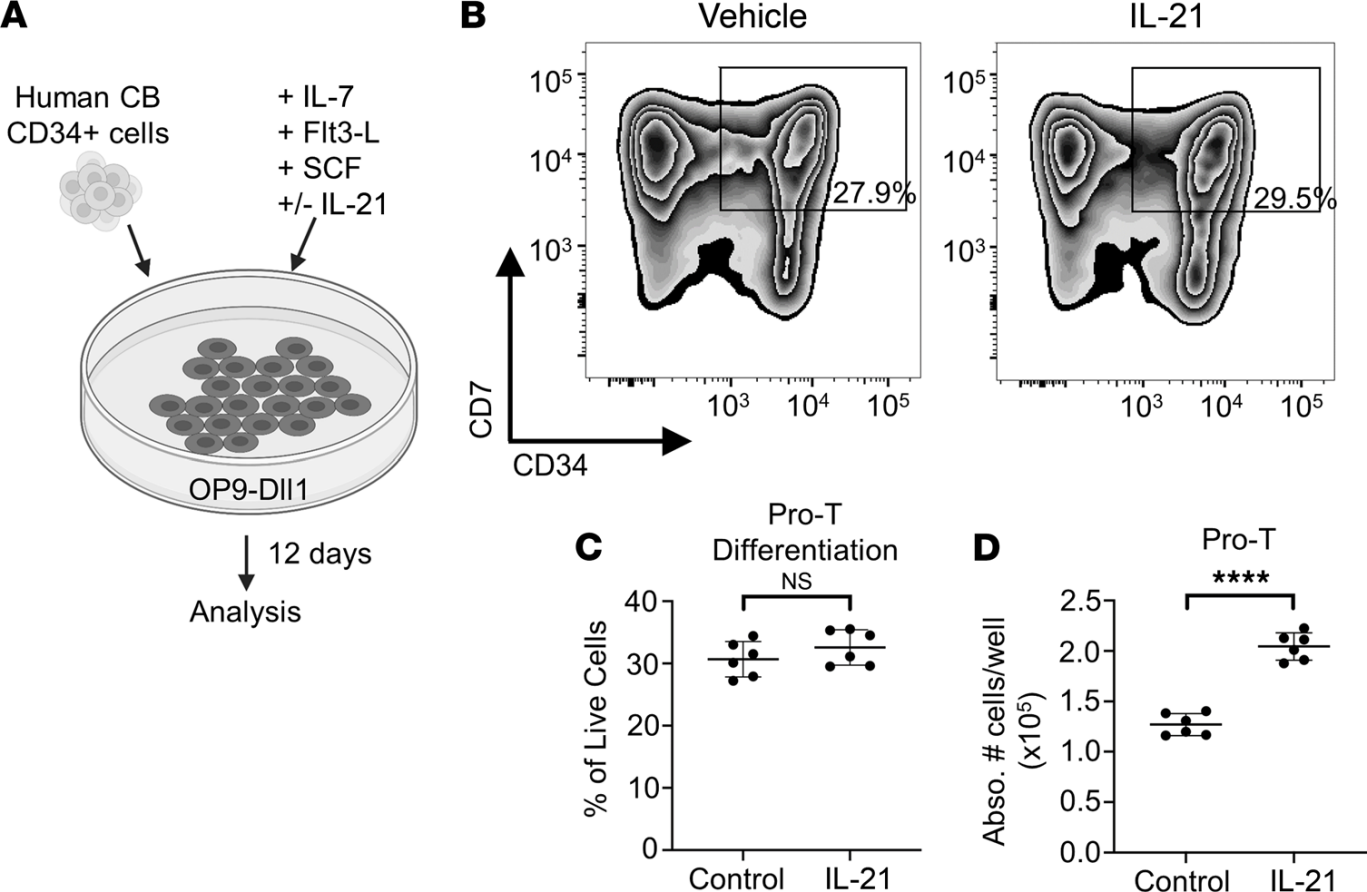
Notch–IL-21 treatment expands human cord blood cells ex vivo. (**A**) Human cord blood (CB) CD34^+^ cells were cultured on OP9-Dll1 cells with the indicated cytokines for 12 days. (**B**) Representative flow plot for human pro–T cell (CD34^+^CD7^+^) markers on human CB cells cultured 12 days on OP9-Dll1 with or without IL-21. Percentage of live cells indicated. (**C**) Quantification of the percentage of CD34^+^CD7^+^ of live CB cells after 12 days’ culture on OP9-Dll1 with or without IL-21 (*n* = 6 from 2 individual donors). (**D**) Absolute number of CD34^+^CD7^+^ cells per well of 12-day-cultured human CB cells on OP9-Dll1 with or without IL-21 (*n* = 6 from 2 individual donors). ****P < 0.0001. Statistical analysis performed using Student’s 2-tailed *t* test (**C** and **D**).

## References

[1] Themeli M (2015). New cell sources for T cell engineering and adoptive immunotherapy. Cell Stem Cell.

[2] Zakrzewski JL (2008). Tumor immunotherapy across MHC barriers using allogeneic T-cell precursors. Nat Biotechnol.

[3] Shukla S (2017). Progenitor T-cell differentiation from hematopoietic stem cells using Delta-like-4 and VCAM-1. Nat Methods.

[4] Smith M (2018). Posttransplant chimeric antigen receptor therapy. Blood.

[5] Menon T (2015). Lymphoid regeneration from gene-corrected SCID-X1 subject-derived iPSCs. Cell Stem Cell.

[6] Iriguchi S (2021). A clinically applicable and scalable method to regenerate T-cells from iPSCs for off-the-shelf T-cell immunotherapy. Nat Commun.

[7] Reimann C (2012). Human T-lymphoid progenitors generated in a feeder-cell-free Delta-like-4 culture system promote T-cell reconstitution in NOD/SCID/γc(-/-) mice. Stem Cells.

[8] Dai X (2019). Standardizing CAR-T therapy: getting it scaled up. Biotechnol Adv.

[9] Sambandam A (2005). Notch signaling controls the generation and differentiation of early T lineage progenitors. Nat Immunol.

[10] Tan JB (2005). Requirement for Notch1 signals at sequential early stages of intrathymic T cell development. Nat Immunol.

[11] Radtke F (1999). Deficient T cell fate specification in mice with an induced inactivation of Notch1. Immunity.

[12] Kumar BV (2018). Human T cell development, localization, and function throughout life. Immunity.

[13] Rothenberg EV (2011). T cell lineage commitment: identity and renunciation. J Immunol.

[14] Yui MA (2010). Fine-scale staging of T cell lineage commitment in adult mouse thymus. J Immunol.

[15] Yui MA, Rothenberg EV (2014). Developmental gene networks: a triathlon on the course to T cell identity. Nat Rev Immunol.

[16] Amsen D (2015). Notch in T cell differentiation: all things considered. Trends Immunol.

[17] Hosokawa H, Rothenberg EV (2018). Cytokines, transcription factors, and the initiation of T-cell development. Cold Spring Harb Perspect Biol.

[18] Hozumi K (2008). Delta-like 4 is indispensable in thymic environment specific for T cell development. J Exp Med.

[19] Steinbuck MP, Winandy S (2018). A review of Notch processing with new insights into ligand-independent Notch signaling in T-cells. Front Immunol.

[20] Kopan R, Ilagan MXG (2009). The canonical Notch signaling pathway: unfolding the activation mechanism. Cell.

[21] Bray SJ (2006). Notch signalling: a simple pathway becomes complex. Nat Rev Mol Cell Biol.

[22] Mercher T (2008). Notch signaling specifies megakaryocyte development from hematopoietic stem cells. Cell Stem Cell.

[23] Cichocki F (2011). Cutting edge: microRNA-181 promotes human NK cell development by regulating Notch signaling. J Immunol.

[24] Kumano K (2003). Notch1 but not Notch2 is essential for generating hematopoietic stem cells from endothelial cells. Immunity.

[25] Gerhardt DM (2014). The Notch1 transcriptional activation domain is required for development and reveals a novel role for Notch1 signaling in fetal hematopoietic stem cells. Genes Dev.

[26] Sottoriva K, Pajcini KV (2021). Notch signaling in the bone marrow lymphopoietic niche. Front Immunol.

[27] Taqvi S (2006). Biomaterial-based Notch signaling for the differentiation of hematopoietic stem cells into T cells. J Biomed Mater Res A.

[28] Awong G (2009). Characterization in vitro and engraftment potential in vivo of human progenitor T cells generated from hematopoietic stem cells. Blood.

[29] Yu VWC (2015). Specific bone cells produce DLL4 to generate thymus-seeding progenitors from bone marrow. J Exp Med.

[30] Koo BK (2005). Mind bomb 1 is essential for generating functional Notch ligands to activate Notch. Development.

[31] Shao L (2019). A Tie2-Notch1 signaling axis regulates regeneration of the endothelial bone marrow niche. Haematologica.

[32] Yao D (2011). Protein O-fucosyltransferase 1 (Pofut1) regulates lymphoid and myeloid homeostasis through modulation of Notch receptor ligand interactions. Blood.

[33] Chen ELY (2019). RBPJ-dependent Notch signaling initiates the T cell program in a subset of thymus-seeding progenitors. Nat Immunol.

[34] Van Epps HL (2006). Bringing order to early B cell chaos. J Exp Med.

[35] Fathman JW (2011). Identification of the earliest natural killer cell-committed progenitor in murine bone marrow. Blood.

[36] Miyazaki M (2008). Thymocyte proliferation induced by pre-T cell receptor signaling is maintained through polycomb gene product Bmi-1-mediated Cdkn2a repression. Immunity.

[37] Inlay MA (2009). Ly6d marks the earliest stage of B-cell specification and identifies the branchpoint between B-cell and T-cell development. Genes Dev.

[38] Hu Y (2017). Deptor is a direct Notch1 target that promotes cell proliferation and survival in T-cell leukemia. Oncogene.

[39] Rochman Y (2009). New insights into the regulation of T cells by γc family cytokines. Nat Rev Immunol.

[40] Zhou L (2007). IL-6 programs TH-17 cell differentiation by promoting sequential engagement of the IL-21 and IL-23 pathways. Nat Immunol.

[41] Diehl SA (2008). STAT3-mediated up-regulation of BLIMP1 Is coordinated with BCL6 down-regulation to control human plasma cell differentiation. J Immunol.

[42] Nurieva RI (2008). Generation of T follicular helper cells is mediated by interleukin-21 but independent of T helper 1, 2, or 17 cell lineages. Immunity.

[43] Vogelzang A (2008). A fundamental role for interleukin-21 in the generation of T follicular helper cells. Immunity.

[44] Nurieva R (2007). Essential autocrine regulation by IL-21 in the generation of inflammatory T cells. Nature.

[45] Korn T (2007). IL-21 initiates an alternative pathway to induce proinflammatory T(H)17 cells. Nature.

[46] Fröhlich A (2009). IL-21R on T cells is critical for sustained functionality and control of chronic viral infection. Science.

[47] Kotlarz D (2013). Loss-of-function mutations in the IL-21 receptor gene cause a primary immunodeficiency syndrome. J Exp Med.

[48] Ryan RJH (2017). A B cell regulome links notch to downstream oncogenic pathways in small B cell lymphomas. Cell Rep.

[49] Messeguer X (2002). PROMO: detection of known transcription regulatory elements using species-tailored searches. Bioinformatics.

[50] Farré D (2003). Identification of patterns in biological sequences at the ALGGEN server: PROMO and MALGEN. Nucleic Acids Res.

[51] Rafei M (2013). Interleukin-21 accelerates thymic recovery from glucocorticoïd-induced atrophy. PLoS One.

[52] Holmes R, Zuñiga-Pflücker JC (2009). The OP9-DL1 system: generation of T-lymphocytes from embryonic or hematopoietic stem cells in vitro. Cold Spring Harb Protoc.

[53] Zeng R (2007). The molecular basis of IL-21-mediated proliferation. Blood.

[54] Ogilvy S (1999). Promoter elements of vav drive transgene expression in vivo throughout the hematopoietic compartment. Blood.

[55] Oh P (2013). In vivo mapping of notch pathway activity in normal and stress hematopoiesis. Cell Stem Cell.

[56] Varnum-Finney B (2011). Notch2 governs the rate of generation of mouse long- and short-term repopulating stem cells. J Clin Invest.

[57] Leonard WJ, Wan CK (2016). IL-21 signaling in immunity. F1000Res.

[58] Mueller SN, Mackay LK (2016). Tissue-resident memory T cells: local specialists in immune defence. Nat Rev Immunol.

[59] Steinbach K (2018). Resident-memory T cells in tissue-restricted immune responses: for better or worse?. Front Immunol.

[60] Mackay LK (2015). Cutting edge: CD69 interference with sphingosine-1-phosphate receptor function regulates peripheral T cell retention. J Immunol.

[61] Rettig MP (2012). Mobilization of hematopoietic stem and progenitor cells using inhibitors of CXCR4 and VLA-4. Leukemia.

[62] Ozaki K (2002). A critical role for IL-21 in regulating immunoglobulin production. Science.

[63] Zakrzewski JL (2006). Adoptive transfer of T-cell precursors enhances T-cell reconstitution after allogeneic hematopoietic stem cell transplantation. Nat Med.

[64] Zlotoff DA (2011). Delivery of progenitors to the thymus limits T-lineage reconstitution after bone marrow transplantation. Blood.

[65] Shale M (2013). CD4(+) T-cell subsets in intestinal inflammation. Immunol Rev.

[66] Maloy KJ, Powrie F (2011). Intestinal homeostasis and its breakdown in inflammatory bowel disease. Nature.

[67] Saleh M, Elson CO (2011). Experimental inflammatory bowel disease: insights into the host-microbiota dialog. Immunity.

[68] Weaver CT (2013). The Th17 pathway and inflammatory diseases of the intestines, lungs, and skin. Annu Rev Pathol.

[69] Izcue A (2009). Regulatory lymphocytes and intestinal inflammation. Annu Rev Immunol.

[70] Schmitt EG, Williams CB (2013). Generation and function of induced regulatory T cells. Front Immunol.

[71] Curotto de Lafaille MA, Lafaille JJ (2009). Natural and adaptive Foxp3+ regulatory T cells: more of the same or a division of labor?. Immunity.

[72] Sonderegger I (2008). IL-21 and IL-21R are not required for development of Th17 cells and autoimmunity in vivo. Eur J Immunol.

[73] Pott J, Stockinger S (2017). Type I and III interferon in the gut: tight balance between host protection and immunopathology. Front Immunol.

[74] Nava P (2010). Interferon-gamma regulates intestinal epithelial homeostasis through converging beta-catenin signaling pathways. Immunity.

[75] Farin HF (2014). Paneth cell extrusion and release of antimicrobial products is directly controlled by immune cell-derived IFN-γ. J Exp Med.

[76] Schulz SM (2008). IL-17A is produced by T_h_17, γδ T cells and other CD4^-^ lymphocytes during infection with *Salmonella enterica* serovar Enteritidis and has a mild effect in bacterial clearance. Int Immunol.

[77] Douzandeh-Mobarrez B, Kariminik A (2019). Gut microbiota and IL-17A: physiological and pathological responses. Probiotics Antimicrob Proteins.

[78] Sano T (2015). An IL-23R/IL-22 circuit regulates epithelial serum amyloid A to promote local effector Th17 responses. Cell.

[79] De Smedt M (2011). T-lymphoid differentiation potential measured in vitro is higher in CD34+CD38-/lo hematopoietic stem cells from umbilical cord blood than from bone marrow and is an intrinsic property of the cells. Haematologica.

[80] Thomas ED (1957). Intravenous infusion of bone marrow in patients receiving radiation and chemotherapy. N Engl J Med.

[81] Storek J (2008). Reconstitution of the immune system after hematopoietic stem cell transplantation in humans. Semin Immunopathol.

[82] Chaudhry MS (2017). Immune reconstitution after allogeneic hematopoietic stem cell transplantation: time to T up the thymus. J Immunol.

[83] Wilke C (2016). Marrow damage and hematopoietic recovery following allogeneic bone marrow transplantation for acute leukemias: effect of radiation dose and conditioning regimen. Radiother Oncol.

[84] Krenger W (2011). Thymic T-cell development in allogeneic stem cell transplantation. Blood.

[85] Storek J (1997). Infectious morbidity in long-term survivors of allogeneic marrow transplantation is associated with low CD4 T cell counts. Am J Hematol.

[86] Crawley AM (2014). Jak/STAT and PI3K signaling pathways have both common and distinct roles in IL-7-mediated activities in human CD8+ T cells. J Leukoc Biol.

[87] Alpdogan O (2001). Administration of interleukin-7 after allogeneic bone marrow transplantation improves immune reconstitution without aggravating graft-versus-host disease. Blood.

[88] Min D (2002). Protection from thymic epithelial cell injury by keratinocyte growth factor: a new approach to improve thymic and peripheral T-cell reconstitution after bone marrow transplantation. Blood.

[89] Dudakov JA (2015). Interleukin-22: immunobiology and pathology. Annu Rev Immunol.

[90] Zhang SL (2014). Chemokine treatment rescues profound T-lineage progenitor homing defect after bone marrow transplant conditioning in mice. Blood.

[91] Mackall CL (1997). Distinctions between CD8+ and CD4+ T-cell regenerative pathways result in prolonged T-cell subset imbalance after intensive chemotherapy. Blood.

[92] Awong G (2013). Human proT-cells generated in vitro facilitate hematopoietic stem cell-derived T-lymphopoiesis in vivo and restore thymic architecture. Blood.

[93] Simons L (2019). Concise review: boosting T-cell reconstitution following allogeneic transplantation—current concepts and future perspectives. Stem Cells Transl Med.

[94] Wang H (2006). Distinct roles of IL-7 and stem cell factor in the OP9-DL1 T-cell differentiation culture system. Exp Hematol.

[95] Elsaesser H (2009). IL-21 is required to control chronic viral infection. Science.

[96] Solaymani-Mohammadi S (2019). Interleukin (IL)-21 in inflammation and immunity during parasitic diseases. Front Cell Infect Microbiol.

[97] Moretto MM (2019). Complex and multilayered role of IL-21 signaling during thymic development. J Immunol.

[98] Villegas JA (2018). Cultured human thymic-derived cells display medullary thymic epithelial cell phenotype and functionality. Front Immunol.

[99] Tormo A (2017). Interleukin-21 promotes thymopoiesis recovery following hematopoietic stem cell transplantation. J Hematol Oncol.

[100] Ueda M (2005). Expression of functional interleukin-21 receptor on adult T-cell leukaemia cells. Br J Haematol.

[101] Bard JD (2009). IL-21 contributes to JAK3/STAT3 activation and promotes cell growth in ALK-positive anaplastic large cell lymphoma. Am J Pathol.

[102] Scheeren FA (2008). IL-21 is expressed in Hodgkin lymphoma and activates STAT5: evidence that activated STAT5 is required for Hodgkin lymphomagenesis. Blood.

[103] Ménoret E (2008). IL-21 stimulates human myeloma cell growth through an autocrine IGF-1 loop. J Immunol.

[104] Brenne AT (2002). Interleukin-21 is a growth and survival factor for human myeloma cells. Blood.

[105] Hodge LS (2012). IL-21 in the bone marrow microenvironment contributes to IgM secretion and proliferation of malignant cells in Waldenstrom macroglobulinemia. Blood.

[106] Croce M (2015). IL-21: a pleiotropic cytokine with potential applications in oncology. J Immunol Res.

[107] Hippen KL (2012). Blocking IL-21 signaling ameliorates xenogeneic GVHD induced by human lymphocytes. Blood.

[108] Hanash AM (2011). Abrogation of donor T-cell IL-21 signaling leads to tissue-specific modulation of immunity and separation of GVHD from GVL. Blood.

How the deposited data were processed for this re-analysis (not part of the article)

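RNA from CLPs sorted from the BM of 5 WT, 5 Notch1+/-, and 3 Notch1 +/ΔTAD mice was measured by strand-specific 3′ RNA-Seq. The authors trimmed reads with FASTQ Toolkit, aligned them with STAR in RNA-Seq Alignment to mm10, and ran RNA-Seq Differential Expression, which the paper describes as DESeq2. The values used here are the authors' TPM in 2 tables, 1 for each mutant beside WT. The WT columns are identical in both. Values were decimal, at least 0, and summed to 1000000 in each library. The paper's text does not state which tool, annotation, or filter gave the TPM. Read counts were not used here, so a count model such as the authors' DESeq2 was not run, no limit can be given for a TPM of 0, and precision was judged only from the spread between mice.

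Values were transformed to log2(TPM + 1) and compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with trend, 2-sided). Genes needed at least 1 TPM in as many libraries as the smaller group holds, 3 for Notch1 +/ΔTAD and 5 for Notch1+/-, and an adjusted p under 0.05 by the Benjamini-Hochberg method was the threshold. Notch1 +/ΔTAD was compared with Notch1+/- in a model of all 13 libraries. Library numbers are not shared between genotypes, so no paired analysis was possible. Single genes and library measures were compared by 2-sided exact permutation tests. Gene lists were tested with camera in limma with a preset correlation of 0.01. The lists were Notch targets, B lineage, myeloid, erythroid, T and NK, and proliferation. Coordinates come from GENCODE M21, on GRCm38, the build that mm10 names.

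The tests of the comparisons in the paper and between the mutants, the gene lists for camera, the alternatives listed in this paragraph, and the rule for naming genes were set before the data were examined. Most tests of explanations, the random placements, a subset of the groups in the outlier check, and the alternatives for the Figure 1E genes between the mutants were chosen after the values were seen. Genes named by the rule are those printed in Figure 1E, those the paper names for CLPs, Notch signaling, or T cell development, and, for each comparison with WT, the 3 higher and 3 lower genes with the smallest p-values among genes without overlap between groups. Gapdh, Xist, Chmp2b, Mef2a, Dntt, and Myc are named outside this rule, as are genes that overlap a named gene. The alternatives were pseudocounts of 0.1 and 10, all genes above 0, a mean TPM of at least 10, quantile normalization, median-ratio scaling, eBayes without trend, eBayes with trend and robust, array weights, a term for library numbers 1 to 9 against 10 to 14, 1 model of 13 libraries, other thresholds, fry and an estimated correlation for lists, and leaving out each library in turn.

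The tests were tried on simulated data. With no change between groups, 0 genes passed. Of 200 genes changed by 3 on the log2 scale, 18.5% passed with 3 libraries against 5 and 37.5% with 5 against 5, and of 200 changed by 6, 62% and 78% passed. Of 200 genes set to 0 in the smaller group, 57.5% passed. The changed genes and those set to 0 were drawn only from the 772 genes above 0 in all 13 libraries. These percentages therefore do not hold for genes listed at 0 in some libraries of the unchanged group, such as Deptor. Between 3 and 15 unchanged genes passed in the simulations with changes. The correlation of the 2 mutants' fold changes was set against 100 simulations of unchanged mutants, because both comparisons share the WT libraries. Flow cytometry and qRT-PCR were not analysed here.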

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

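The tests of other explanations for these values were chosen after the values were seen.

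For 85 groups of 5 values (library measures, the Figure 1E genes, and genes the paper names, in WT or Notch1+/- mice), the highest or lowest value was set against the others by Dixon's ratio. It exceeded the critical value of 0.71 in 30 groups, where chance gives 1 in 20, or 4.25. In 11 of the 30 the gene is above 0 in 1 library of the group alone. All 30 are high values. The chance rate is for normally distributed values and does not apply to groups that are mostly at 0. Of 41 groups made of library measures and genes that met the minimum for limma in a comparison of their genotype with WT, 2 exceeded the critical value, where 2.05 are expected, and 28 of the 30 lie outside this set. It was formed after the values were seen, and genes that met the minimum only in the comparison of the mutants are not in it.

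In WT mice the values far from the others, in TPM, were Agtpbp1 28.0 in library 2, Tmppe 34.8 in 2, Slc35b2 259 in 10, Nsun5 66.4 in 11, Chuk 31.6 in 10, St3gal2 13.3 in 1, Gpr174 4.45 in 10, Arl13b 13.3 in 11, Mrps31 41.6 in 1, Gm5801 286 in 3, Crk 9.48 in 1, Trip4 40.7 in 2, Kit 118 in 1, Gata3 37.9 in 2, and Ptcra 0.311 in 3. In Notch1+/- mice they were Zbtb1 0.679 in library 5, Tmppe 53.7 in 5, Slc35b2 463 in 6, Nsun5 123.4 in 5, Chuk 59.7 in 6, Rbm41 81.1 in 12, Gpr174 5.24 in 4, Arl13b 15.6 in 6, U2af1l4 1021 in 6, Mrps31 44.6 in 13, Zfp703 24.1 in 5, Trip4 31.9 in 6, Rnf123 63.4 in 6, Notch2 33.6 in 4, and Maml1 0.358 in 4. The values are spread over all 5 WT and all 5 Notch1+/- libraries, so no single mouse accounts for them. The spread is uneven in Notch1+/- mice, where most are in libraries 5 and 6. These list the fewest genes at 1 TPM or more (3161 and 2818). Low RNA input, few reads, or a difference between mice were not tested as explanations, and read counts were not used here.

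Psma5, Cd7, and Isca2 were listed at 0 in all WT libraries, with lowest values of 216, 140, and 84.2 TPM in Notch1 +/ΔTAD libraries. In Notch1+/- libraries the lowest values of Mrpl14, Fem1b, and Sarnp were 21.3, 10.6, and 782 TPM, against highest WT values of 1.41, 0.0883, and 602 TPM. These genes were picked as the smallest p-values among 4737 and 3178 tests and did not pass an adjusted p of 0.05. With eBayes without trend, Psma5, Cd7, Isca2, and Mrpl14 were among the genes that passed. As 12 of the 56 regroupings of the 8 libraries gave as many genes at an unadjusted p under 0.05 as Notch1 +/ΔTAD against WT, and 38 of 100 as Notch1+/- against WT, the total number of such genes is not beyond regrouping. For genes higher in Notch1 +/ΔTAD alone, 2 of 56 regroupings gave as many, but 17 of 56 did after quantile normalization, so the high values in Notch1 +/ΔTAD may go with the larger number of genes these libraries list. For genes higher in Notch1+/-, 30 of 100 gave as many. Sarnp overlaps Dnajc14 on the same strand, so the assignment of its reads is uncertain. A biological difference by genotype was not excluded.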

How the results depend on the processing

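The alternatives were those written down beforehand, except those for the Figure 1E genes between the mutants, which were chosen after seeing the data and are not in the counts that follow. Of 257 alternative values for 13 results, 241 kept their direction and, where a test was run, their side of the threshold, 6 moved past it, 6 moved by more than the spread between fits, and 4 reversed. Of the 257, 19 values belong to the 30 Figure 1E genes and 40 to Deptor. These genes are at or near 0 in the Notch1 +/ΔTAD libraries, or in all mutant libraries for Deptor, which fixes their direction, and the Figure 1E genes were chosen by the study on these libraries, so these values say nothing about stability. Of the other 198 values, 182 kept their direction and side of the threshold. Il21r kept both in the 3 comparisons, though its level at or near 0 in Notch1 +/ΔTAD libraries also leaves little room for another direction against WT. Deptor met the minimum for a test in 4 of 19 alternatives for Notch1 +/ΔTAD and 1 of 21 for Notch1+/-, and passed in none of these, so its side of the threshold is unknown for the others.

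With eBayes without trend, 15 genes passed the threshold in Notch1 +/ΔTAD against WT, 2 in Notch1+/- against WT, and 3 in Notch1 +/ΔTAD against Notch1+/-. With an unadjusted p under 0.05, 237 and 170 genes passed against WT, close to the 236.85 and 158.9 expected by chance. Across the fits that each left out 1 library, 0 genes passed in each comparison. The cause of the difference made by the trend was not tested.

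The log2 fold change of Il21r in Notch1 +/ΔTAD against WT ran from -8.77 with a pseudocount of 0.1 to -3.22 with a pseudocount of 10, and from -6.69 to -5.65 when 1 library was left out, and its adjusted p ran from 0.129 to 0.922. In Notch1+/- against WT it ran from -3.36 to -0.92 over all alternatives, with adjusted p from 0.709 to 0.999, and in Notch1 +/ΔTAD against Notch1+/- from -5.41 to -2.31. The difference of mean log2 values for Deptor, which is at 0 in both mutants, depends on the pseudocount, and without WT library 10 it was -1.02 against -1.93 with all libraries.

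The Notch target list leaned higher than other genes by 0.65 (log2) in Notch1 +/ΔTAD and by 0.79 in Notch1+/- against WT. Of its 15 genes, 3 and 2 were tested, and both sets include Notch1, the mutated gene itself. In Notch1 +/ΔTAD, Hes1, Notch1, and Myc changed by 2.28, 0.48, and 0.89 against WT. In Notch1+/-, Hes1 changed by -0.03 and Notch1 by 1.71, so the lean there came from Notch1 and not from Hes1. With all genes above 0 the list had 8 genes and reversed, to -0.25 and -0.21. Leaving out 1 library gave -0.24 to 0.98 in Notch1 +/ΔTAD, with reversals to -0.24 without library 7 and -0.14 without library 9, and 0.22 to 1.28 in Notch1+/-. The cause was not tested, but each filter changes which genes are tested. The number of marker lists past the threshold was 0 to 1 across the fits without 1 library. The list that passed was myeloid, higher without Notch1 +/ΔTAD library 9 (adjusted p 0.0277), and it did not pass with library 9. Neither fry nor an estimated correlation brought a list past the threshold.

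The correlation of fold changes across genes was 0.455 with all libraries and 0.390 to 0.521 when 1 library was left out. Leaving out any WT library raised it, to 0.498 to 0.521, and leaving out any mutant library lowered it, to 0.390 to 0.442. Both comparisons share the mean of the WT libraries, and by construction that shared term varies more with fewer WT libraries and weighs less with fewer mutant libraries. Depth is unknown, so how far a TPM of 0 limits each gene cannot be stated.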

Differences from the paper's values

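The paper reports 299 differentially expressed genes between WT and Notch1 +/ΔTAD CLPs, whereas 0 genes passed the threshold here, with 237 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the unadjusted p under 0.05, with 237 genes, came within 1.5 times the paper's 299, and about as many, 236.85, are expected by chance. eBayes without trend gave 15 genes, and the other alternatives gave 0. The tests here used TPM and limma, and the paper's used DESeq2.

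The paper places Deptor among the genes changed in both mutants. It also names Deptor a Notch target from qRT-PCR of sorted WT and Notch1 +/ΔTAD CLPs, a measurement not analysed here. Here Deptor was at 0 in 3 of 5 WT libraries and in all mutant libraries, which is too few libraries above 0 for an exact permutation test to detect a decrease. In the settings under which it met the minimum for limma, its adjusted p was 0.792 to 0.932 for Notch1 +/ΔTAD and 0.709 for Notch1+/-.

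The paper reports Il21r as differentially expressed in Notch1 +/ΔTAD CLPs. It also names Il21r a Notch target from qRT-PCR of sorted WT and Notch1 +/ΔTAD CLPs, a measurement not analysed here. In the RNA-Seq values the log2 fold change of Il21r was -6.12. Its adjusted p was 0.433 over all genes, and 0.129 at the lowest over all alternatives. Adjusted over the Figure 1E list alone, a list the study chose on these libraries, it was 0.0267, and an unadjusted p under 0.05 also includes it. Between the 2 mutants, 28 of the 30 Figure 1E genes were lower in Notch1 +/ΔTAD, and Ngdn alone passed over the list. The choice of the list largely fixed this direction, as 28 of the 30 genes were under 1 TPM in every Notch1 +/ΔTAD library. The paper describes Il21r as unchanged in Notch1+/- and lowered only in Notch1 +/ΔTAD. Here it was at 0 in 2 of 5 Notch1+/- libraries, and the difference between the 2 mutants was -4.07 (log2) with an adjusted p of 0.941. Those 2 libraries, numbers 5 and 6, had the fewest genes at 1 TPM or more of all 13 (3161 and 2818).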

Other observations

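The tests of explanations in this part were chosen after the results were seen, except the regroupings for genes past the threshold against WT and the B lineage list.

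Regrouping the libraries gave at least as many genes past the threshold as the genotypes in 56 of 56 splits for Notch1 +/ΔTAD against WT, 100 of 100 for Notch1+/- against WT, and 56 of 56 for Notch1 +/ΔTAD against Notch1+/-, because the genotypes gave 0. In these, 8, 15, and 9 splits gave more than 0 genes, up to 3, 2, and 5. As many genes at an unadjusted p under 0.05 came from 12 of 56, 38 of 100, and 13 of 56 splits. Counting only genes that were higher, the genotypes gave 196, 85, and 257 genes, and 2 of 56, 30 of 100, and 4 of 56 splits gave as many. The excess of higher genes in Notch1 +/ΔTAD against WT is therefore larger than most regroupings give. After quantile normalization, which makes the distribution of values the same in each library, 129 genes were higher in Notch1 +/ΔTAD against WT and 187 in Notch1 +/ΔTAD against Notch1+/-, and 17 of 56 and 9 of 56 splits gave as many. The excess is consistent with a different distribution of values in the Notch1 +/ΔTAD libraries, which list more genes. Quantile normalization also removes a rise of many genes by genotype, so this test leaves a technical and a biological origin of the distribution open. The split of libraries 10, 11, and 14 from the other 5 gave 247 genes at this level, against 237 for the genotypes, and that of 12, 13, and 14 gave 348, against 335. With a term for the range, Notch1 +/ΔTAD against WT had 236 genes at this level.

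Il21r, Ablim1, Chmp2b, and Mef2a were the 4 genes at 1 TPM or more in every WT library and under 1 TPM in every Notch1 +/ΔTAD library. Chmp2b and Mef2a are named here after their values were seen. As many such genes came from 52 of the 56 splits, and from 63 of 100 random placements of detected genes that kept the number of genes in each library. Genes at 1 TPM or more in at least 2 WT libraries and under 1 TPM in all Notch1 +/ΔTAD libraries numbered 505, the lowest count of any split (56 of 56 as many), and 25 of 100 random placements gave as many. In the other direction, 46 genes were at 1 TPM or more in all Notch1 +/ΔTAD and under 1 TPM in all WT libraries, and 2 of 56 splits but 76 of 100 random placements gave as many.

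A different way of equalizing the libraries, tried first, kept the 3179 highest genes in each library. It gave 21 genes gained in Notch1 +/ΔTAD (21 of 56 splits as many), 16 genes lost from all WT libraries (4 of 56), and 873 genes lost from at least 2 WT libraries, the highest count of any split (1 of 56). The random placements were tried second, after this outcome was seen, on the ground that keeping only the highest genes removes more low values from the Notch1 +/ΔTAD libraries, which list more genes. For the gained genes, both outcomes (21 of 56 splits and 76 of 100 placements) are consistent with the larger number of genes listed in Notch1 +/ΔTAD libraries. They differ for the 505 genes: 1 gives more losses than other splits and the other gives about the expected number, 491.75. They also differ for genes lost from all WT libraries. As many as the 16 genes came from 4 of 56 splits, but as many as the 4 genes that include Il21r came from 63 of 100 placements. Whether Notch1 +/ΔTAD CLPs lose more genes than regrouping gives is therefore open.

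For Il21r under 1 TPM in the Notch1 +/ΔTAD libraries, fewer detected genes is argued against, as these libraries list more genes by a mean of 837. The library-number range is argued against by the log2 fold change of -6.11 with a term for it. A genotype effect is a candidate explanation. In these RNA-Seq values it remains a hypothesis, as Il21r had no adjusted p under 0.05 over all genes. The paper's qRT-PCR of Il21r in sorted CLPs is separate evidence and was not analysed here. Dropout at low input was not tested. Gapdh was at 0 in WT libraries 3 and 11.

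The Notch target list had a camera p of 0.365 in Notch1 +/ΔTAD and 0.453 in Notch1+/- against WT, and 12 of 56 and 30 of 100 splits gave as small a value. Marker lists past the threshold numbered 0, with as many in 56 of 56 splits. The B lineage list, 11 of its 13 genes tested, was higher in Notch1 +/ΔTAD by 0.24 against other genes (adjusted p 0.928). Its direction rests on single libraries: it was -0.99 without Notch1 +/ΔTAD library 9, -0.07 without WT library 11, -0.01 without WT library 10, and 0.93 without Notch1 +/ΔTAD library 14, with adjusted p from 0.157 to 0.982 over the alternatives. It cannot tell whether a lower share of Ly6D- cells changed the values. Ly6d itself was at 1801 to 2302 TPM in Notch1 +/ΔTAD, 271 to 2559 in WT, and 194 to 1538 in Notch1+/- libraries. Its log2 fold change in Notch1 +/ΔTAD was 1.12 against WT and 1.62 against Notch1+/- (limma adjusted p = 0.952 and 0.932). Neither passed the threshold, so the question stays open. Against other genes, myeloid (6 of 12 genes) was higher by 0.97 and proliferation (12 of 14) lower by 0.49, both with adjusted p 0.577. Leaving out 1 library gave 0.23 (without Notch1 +/ΔTAD library 14) to 2.58 (without Notch1 +/ΔTAD library 9) for myeloid and -0.67 (without Notch1 +/ΔTAD library 9) to -0.12 (without WT library 1) for proliferation. The proliferation genes themselves had a mean log2 fold change of 0.08, so on average they were not lower than in WT. The erythroid list had 0 and the T and NK list 1 tested gene.

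Xist was at 1 TPM or more in 4 of 5 libraries numbered 10 to 14 and in 0 of 8 numbered 1 to 9 (Fisher's exact test, p = 0.00699). Y-linked genes reached 1 TPM in 6 of 8 libraries numbered 1 to 9 and in 0 of 5 numbered 10 to 14 (Fisher's exact test, p = 0.0210). A difference in the sex of the mice between the ranges may explain this. The paper states that male and female mice were used, and sex was not tested against Il21r beyond the range term. Libraries 7, 9, and 13 have neither signal.

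Fold changes of the 2 mutants against WT correlated across 6281 genes (Pearson r 0.455), against 0.371 to 0.428 in simulated unchanged mutants, with 0 of 100 as high. Genes are not independent replicates. The simulation drew each gene on its own from a normal distribution cut at 0, without effects shared across a library. Its range may therefore be too narrow, and the 0 of 100 does not show a correlation beyond the shared WT libraries. The shared direction, 65.3% of genes, was not above the 66.3% of the simulations. Il2rb, Tcf7, and Bcl11b were at 0 in all 13 libraries. Il2rg was above 0 in 8 and Gata3 in 2 of 13. Ly6d and Dntt were above 0 in all 13, at 194 to 2559 and 2095 to 9616 TPM.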
